# Lurasidone induces developmental toxicity and behavioral impairments in zebrafish embryos

**DOI:** 10.3389/fpsyt.2025.1581524

**Published:** 2025-07-01

**Authors:** Wentian Li, Fang Wang, Zhe Feng, Qianqian Cheng, Yuqing Huang, Lisheng Zhu, Han Xiao, Hongjian Gong

**Keywords:** lurasidone, neurotoxicity, zebrafish embryo model, neurotransmitter systems, behavioral toxicology

## Abstract

**Introduction:**

Lurasidone, a second-generation antipsychotic widely used for schizophrenia and bipolar disorder due to its favorable metabolic profile, has poorly understood potential developmental neurotoxicity. This study investigated its effects on zebrafish embryos to address this gap.

**Methods:**

Zebrafish embryos were exposed to lurasidone at concentrations of 0, 0.4, 4, and 8 mg/L from 5 to 120 hours post-fertilization (hpf). We integrated morphological assessments, behavioral analyses, transcriptomic profiling, and neurotransmitter quantification to evaluate developmental neurotoxicity.

**Results:**

Lurasidone induced dose-dependent developmental toxicity, including reduced survival and hatching rates, decreased body length, and increased pericardial and yolk sac edema. Behavioral assessments revealed significant locomotor impairment and diminished touch response, especially at higher concentrations. Transcriptomic analysis identified 1,907 differentially expressed genes, with upregulation in circadian regulation pathways and downregulation in cell cycle and oxidative phosphorylation pathways. Neurotransmitter profiling showed significant reductions in glutamate, dopamine, and GABA levels.

**Discussion:**

These findings demonstrate lurasidone’s potential to disrupt neurodevelopment, suggesting perturbations in excitatory/inhibitory neurotransmitter balance and critical cellular pathways. The results highlight neurodevelopmental risks during sensitive periods, underscoring the need for further safety assessment in vulnerable populations (e.g., pregnant women, young patients).

## 1 Introduction

Lurasidone, a second-generation atypical antipsychotic, has emerged as a promising therapeutic option for both schizophrenia and bipolar disorder due to its unique receptor binding profile (1–3). The drug acts primarily through high-affinity antagonism at dopamine D2 and serotonin 5-HT2A receptors, while also showing affinity for other receptors including 5-HT7, 5-HT1A, and α2A-adrenergic receptors (4, 5). This complex receptor interaction profile contributes to its therapeutic efficacy in managing both positive and negative symptoms of schizophrenia, as well as bipolar depression. Notably, compared to other antipsychotics such as olanzapine and risperidone, lurasidone demonstrates minimal metabolic adverse effects, particularly regarding weight gain, glycemic abnormalities, and lipid elevations (6). This favorable metabolic profile has contributed to its increasing adoption in long-term psychiatric management, especially in metabolically vulnerable populations.

Despite its established clinical safety profile in adults, the potential developmental neurotoxicity of lurasidone, particularly during critical periods of neural development, remains inadequately investigated (7). Lurasidone increasingly prescribed for women of reproductive age due to its favorable metabolic profile (8), presents unique neuropharmacological characteristics including exceptional 5-HT7 receptor affinity (Ki=0.495 nM) that distinguishes it from other second-generation antipsychotics (9). Despite its FDA Pregnancy Category B designation, systematic evaluations of developmental neurotoxicity remain critically lacking, with documented pregnancy exposures being 18-fold fewer than olanzapine in major registries (10, 11). Compounding these concerns are its CYP3A4-dependent metabolism and high lipophilicity - pharmacokinetic properties that may potentiate fetal exposure through pregnancy-induced metabolic alterations (12) and enhanced placental transfer (13), creating urgent needs for dedicated developmental safety assessment. This knowledge gap is particularly concerning given that psychotropic medications can cross the blood-brain barrier and interact with key neurodevelopmental pathways. Previous studies have demonstrated that antipsychotic medications can potentially affect various aspects of neural development, including neurogenesis, synaptic plasticity, and neurotransmitter system maturation (14). Evidence from studies of other psychiatric medications suggests that even therapeutic doses may adversely affect neurodevelopment in animal models, leading to long-term behavioral and structural abnormalities. These findings underscore the importance of comprehensive evaluation of antipsychotic medications during critical developmental periods (15, 16).

The zebrafish (Danio rerio) has emerged as a powerful model for investigating developmental and neurobehavioral effects due to its unique advantages in developmental neurotoxicity studies (17–19). This model organism offers several key features: transparent embryos allowing real-time observation of developmental processes, rapid development with well-characterized developmental stages, and approximately 70% genetic homology with humans in disease-related genes (19). Particularly noteworthy is the zebrafish’s neural system development, which begins at 6 hours post-fertilization (hpf) and is largely complete by 6 days post-fertilization (dpf), enabling efficient observation of neurodevelopmental processes (20, 21). Previous studies have demonstrated zebrafish sensitivity to neuroactive compounds, with documented effects on embryonic development, locomotor behavior, and neurotransmitter systems (22, 23). For instance, research has shown that various psychiatric medications can affect zebrafish neurodevelopment through mechanisms involving oxidative stress, neurotransmitter disturbances, and altered gene expression patterns related to neural development (24, 25).

The assessment of developmental neurotoxicity is particularly crucial for psychiatric medications, as these compounds are designed to modulate neurotransmitter systems and can potentially interfere with normal neurodevelopmental processes (26). The developing nervous system exhibits unique susceptibilities to chemical perturbations, and effects during critical developmental windows may lead to permanent alterations in neural structure and function (27, 28). Understanding these potential impacts is essential not only for ensuring drug safety but also for optimizing treatment strategies in vulnerable populations, such as pregnant women and young patients (29). Recent advances in molecular and behavioral analysis techniques have enhanced our ability to detect subtle neurodevelopmental effects and elucidate their underlying mechanisms (30, 31).

In this study, we investigated the developmental toxicity and neurobehavioral effects of lurasidone using the zebrafish embryo model. Through a comprehensive approach combining morphological assessment, behavioral testing, transcriptomics, and neurotransmitter profiling, we aimed to (1) elucidate the potential impacts of lurasidone on early neurodevelopment, (2) identify molecular mechanisms underlying its developmental toxicity, and (3) provide critical insights into its safety profile during vulnerable developmental windows for improved risk assessment.

## 2 Materials and methods

### 2.1 Chemicals

Lurasidone (CAS: 150915-41-6, ≥98%) was purchased from TargetMol (T4576, United States). The experiment involved testing three specified concentrations of Lurasidone in fish water (0.4 mg/L, 4 mg/L, and 8 mg/L), with each concentration analyzed in three independent trials. The measured concentrations were verified via ultra-high-performance liquid chromatography paired with a triple quadrupole detector (UHPLC-MS/MS). Moreover, the stability of Lurasidone in fish water was examined by preparing three replicates of the four designated concentrations, which were stored under the exposure conditions (28°C with a 14-hour light/10-hour dark (14L:10D) cycle). Samples were collected at 0, 24, and 48 hours for concentration analysis.

### 2.2 Fish husbandry and embryo culture

Adult wild-type zebrafish were obtained from Exopet (Madrid, Spain) and housed in a regulated aquatic habitat maintained at 28 ± 1°C. Embryos were generated by natural spawning and subsequently collected using a sterile mesh strainer. These embryos were then cultivated in refreshed fish water with standardized physiochemical parameters: conductivity of 600 ± 55 µS/cm and pH 7.8 ± 0.2. They were incubated in a programmable thermostatic chamber set at 28.5°C, following a 14-hour light/10-hour dark (14L:10D) cycle, with a consistent density of one embryo per milliliter. According to the developmental staging criteria defined by (32), zebrafish embryos typically generally begin between 48 and 72 hours post-fertilization (hpf), transitioning to the larval stage at this point. Throughout the experimental period, embryos and larvae were maintained without additional feeding to prevent any potential influence on the Lurasidone exposure concentrations. All animal experiments were conducted in compliance with the Animal Ethics Code of Huazhong University of Science and Technology.

### 2.3 Lurasidone exposure and morphological abnormalities assessment

At 5 hpf, zebrafish embryos were systematically allocated into 6-well plates, with each well housing 30 embryos and 8 mL of either control or test solution. The study involved exposure to 0.01% dimethyl sulfoxide (DMSO) as a solvent control and three levels of lurasidone concentrations (0.4, 4, and 8 mg/L), kept at a steady temperature of 28 ± 0.5°C from 5 hpf to 120 hpf. Three biological replicates were established per group. Evaluations of mortality were c carried out at key developmental stages: 24, 48, 72, 96, and 120 hpf. Observations for malformations were conducted at 72 hpf, with deceased embryos removed daily. At 120 hpf, detailed assessments were performed, including the calculation of hatching rates.

### 2.4 Locomotive behavior analysis

The movement of zebrafish larvae at 120 hpf was thoroughly assessed using a Noldus behavior tracking system. The experimental setup featured a Pentax CCDIR XC E150 camera paired with a Pentax TV lens, mounted on a specially designed platform that included a lightbox with built-in LEDs and a light-blocking baffle to minimize external light interference. The light source provided both infrared (800–950 nm, peak at 860 nm) and visible (430–700 nm) illumination, with its spectral characteristics analyzed using a wideband spectroradiometer (RPS900, International Light Technologies, Peabody, MA). The intensity of the visible light was accurately measured at 69.5 lux via a photometer (model DR-2550-1, 2B silicon detector, TC284 photometric filter, Gamma Scientific, San Diego, CA).

The video signals from the camera were analyzed using a standard computer system equipped with Canopus Mediacruise MVR1000 software, producing MPEG-2 files for in-depth motion evaluation. Larvae were placed in 24-well plates, with one embryo in 4 mL of the test solution and six embryos per concentration and maintained at 28 ± 0.5°C. Following a 10-minute acclimation period, free-swimming behavior was documented recorded during two alternating 10-minute intervals of light and darkness.

At 5 dpf, zebrafish larvae underwent touch-response behavioral evaluations. For each test group, 12 larvae were randomly chosen for testing. Individual larva was positioned at the center of a circular plate (22 mm in diameter) filled with E3 medium. The touch stimulus was applied to the tail region of the larva with a fine needle. The subsequent swimming response was captured with a high-speed camera recording at 60 frames per second, following a modified protocol based on Basnet et al. (18). For quantitative assessment, the swimming area was segmented into four concentric zones: Zone 1 (5 mm diameter), Zone 2 (10 mm diameter), Zone 3 (15 mm diameter), and Zone 4 (20 mm diameter). The movement paths and zone distribution were analyzed to assess the escape response triggered by the touch. Each larva was tested only once to prevent habituation effects, and all experiments were performed at 28 ± 0.5°C.

### 2.5 Apoptosis detection

To assess the neurotoxicity of lurasidone on apoptosis in zebrafish embryos, acridine orange (AO) staining detection assays were conducted. At 120 hpf, embryos from each exposure group (n=12 per concentration) were washed thrice with phosphate-buffered saline (PBS) and stained in 1:5,000 AO solution for 30 minutes at 28°C under dark conditions. Following three additional PBS rinses (5 min each), embryos were anesthetized with 0.016% tricaine and mounted in 3% methylcellulose for imaging. Fluorescence visualization was conducted using an Olympus IX83 inverted microscope equipped with a 488 nm excitation filters. Quantitative analysis of apoptosis-associated fluorescence intensity was performed using ImageJ software (NIH, USA).

### 2.6 Transcriptomic profiling

Biochemical analyses indicated statistically significant disruptions in the medium-concentration (4 mg/L) lurasidone exposure group, leading to the selection of samples from both the control and medium-concentration groups for further transcriptomic studies. Upon completion of the 5-day experimental period, entire zebrafish larvae were meticulously collected, with each treatment group consisting of three separate biological replicates.

Total RNA was carefully isolated from brain tissue utilizing TRIzol reagent (Vazyme, Nanjing, China). The obtained high-quality RNA was then processed for library construction in preparation for next-generation sequencing. Raw sequencing data were performed on an Illumina NovaSeq 6000 sequencer, generating paired-end reads with a length of 2 × 150 base pairs. Functional analysis of differentially expressed genes (DEGs) was carried out through detailed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses. All computational analyses were conducted using the Majorbio Cloud online bioinformatics platform (https://cloud.majorbio.com).

### 2.7 Detection of genes expression

Total RNA was extracted from zebrafish larvae at 120 hpf, utilizing a sample size of 30 replicated fish, with the TRNzol Universal Reagent Kit (Tinagen Biotech, Beijing, China). Complementary DNA (cDNA) was synthesized using the Hifair^®^ III 1st Strand cDNA Synthesis SuperMix for RT-qPCR Reagent Kit (Yeason Biotechnology, Shanghai, China), following the manufacturer’s instructions precisely. Quantitative real-time polymerase chain reaction (RT-qPCR) was conducted on a Quant Studio 3 platform (Thermo Fisher Scientific, Shanghai, China) using Hieff UNICON^®^ Universal Blue qPCR SYBR Green Master Mix (Yeason Biotechnology, Shanghai, China). The standardized thermal cycling protocol began with an initial denaturation phase at 95°C for 2 minutes, followed by 40 amplification cycles consisting of a 10-second denaturation step at 95°C and a 30-second annealing/extension step at 60°C. The final melting curve analysis involved sequential steps at 95°C for 15 seconds, 60°C for 1 minute, and 95°C for 1 second. Primer sequences used in the RT-qPCR analysis were detailed in **Supplementary Table S1**.

### 2.8 Targeted metabolomic analysis

Neurotransmitter-related metabolite analysis was performed utilizing liquid chromatography-electrospray ionization tandem mass spectrometry (LC-ESI-MS/MS) on a UHPLCQtrap system. The setup included an ExionLC AD system (SCIEX, USA) connected to an HSS T3 column (2.1 mm × 100 mm, 1.8 μm) and an AB SCIEX QTRAP 6500+ mass spectrometer (ABsciex, USA). Sample preparation followed the method outlined by Liu et al. (33).

The chromatographic separation was performed under carefully controlled conditions, with the column temperature set at 35°C and a consistent injection volume of 1 μL. The mobile phase comprised two components: mobile phase A (0.1% formic acid in water) and mobile phase B (0.1% formic acid in acetonitrile). Mass spectrometric settings were finely tuned to ensure accurate metabolite detection, including a spray voltage of +5500/−4500, a source temperature of 550°C, a curtain gas pressure of 35 psi, medium collision gas, ion source gas1 at 5, and ion source gas2 at 55. Data acquisition and processing were managed using integrated operating system packages. Comprehensive identification and quantification of the 17 metabolites were accomplished through the systematic use of authentic standards for each targeted metabolite.

### 2.9 Statistical analysis

Data analysis was carried out with the help of MATLAB R2021a software, with statistical significance assessed through Student’s t-test. Results are expressed as mean ± standard error (S.E.), with *P*-values less than 0.05 considered statistically significant. Each analysis was independently replicated a minimum of three times to ensure consistency and reliability.

## 3 Results

### 3.1 Lurasidone affected zebrafish early development

In this study, the developmental toxicity of the antipsychotic drug Lurasidone was systematically evaluated using a zebrafish embryo model. The experimental design was based on a dose-gradient scheme in which zebrafish embryos were exposed to 0 (control), 0.4, 4, and 8 mg/L of Lurasidone solution, and the developmental process was dynamically monitored by multidimensional indicators. As **Figure 1** shown, Lurasidone had a significant dose-dependent toxic effect on zebrafish embryonic development. The survival rate of the Lurasidone group exposed to 8 mg/L Lurasidone plummeted to about 20% after 120 hours, while the control group maintained a stable high survival rate (**Figure 1D**). Meanwhile, the hatching rate in the medium and high concentration Lurasidone-exposure groups (4 and 8 mg/L) also showed significant inhibition (**Figure 1E**), suggesting that the drug may have interfered with the normal developmental process of the embryos. Morphological analyses revealed significant developmental abnormalities caused by Lurasidone. The embryos showed a progressive decrease in body length with increasing Lurasidone concentration, while the pericardial region and yolk sac area increased abnormally. Such morphological changes were particularly evident in the medium and high concentration groups (4 and 8 mg/L), suggesting that Lurasidone may interfere with normal embryo growth by affecting organ development and nutrient metabolism.

**Figure 1:**
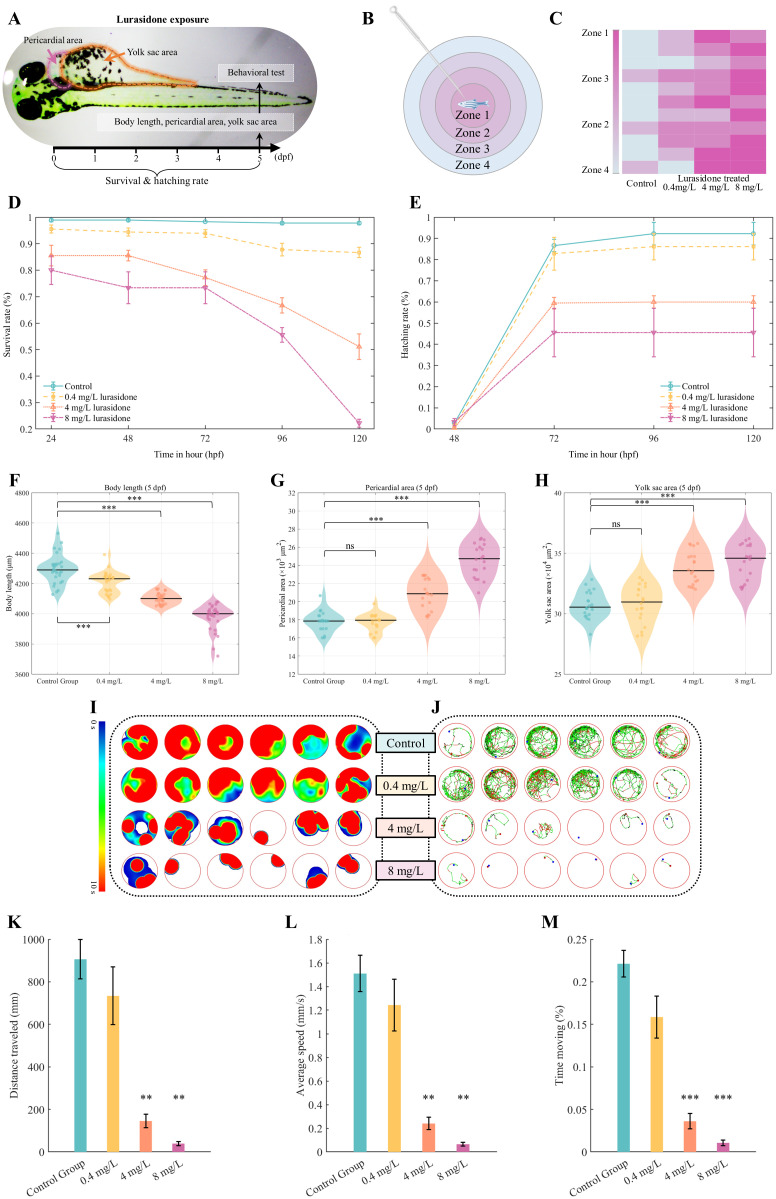
Developmental toxicity assessment of lurasidone exposure on zebrafish embryos. **(A)** Schematic illustration of the experimental design and morphological parameters measured in this study. **(B)** Schematic representation of zones and **(C)** heatmap visualization of touch-response patterns. **(D, E)** Temporal dynamics of survival and hatching rates from 1 to 5 days post-fertilization (dpf). **(F-H)** Morphometric analysis at 5 dpf showing body length, pericardial area, and yolk sac area measurements across groups. **(I)** Zone-specific residence time distribution and **(J)** representative locomotor trajectories following lurasidone exposure. **(K-M)** Quantitative behavioral parameters including total distance traveled, average swimming speed, and cumulative active movement duration. Data are presented as mean ± SE; statistical significance: *P < 0.05, **P < 0.01, ***P < 0.001 compared to control group; ns: not significant. No hatching was observed at 24 hours post-fertilization (hpf).

### 3.2 Lurasidone affected motion of zebrafish larvae

In order to comprehensively assess the effects of Lurasidone on the motor behavior of zebrafish embryos, this study combined two dimensions of autonomous locomotion and touch response for systematic analysis (**Figures 1C, I-M**). The results of the touch-response experiment showed that the Lurasidone-treated groups showed a significant change in the pattern of response to mechanical stimuli. Control group showed rapid and directed avoidance responses to touch stimuli, with activity trajectories concentrated in Zone 1 and Zone 2 regions. The medium concentration group (4 mg/L) showed a significant delay in response, and avoidance behavior was significantly affected in terms of both direction and distance. The high concentration group (8 mg/L) almost lost the ability to respond to touch stimuli and had difficulty in inducing effective avoidance behavior even when given stimuli.

In terms of voluntary locomotion, the experimental data also showed a clear dose-dependent inhibitory effect. The control embryos showed normal locomotor ability, with an average swimming distance of about 906 mm, an average swimming speed maintained at about 1.51 mm/s, and a locomotion time ratio of 0.22. Motor parameters showed a significant decrease with increasing concentrations of Lurasidone. All three indicators of the medium concentration group were significantly reduced (p < 0.01), swimming distance decreased to about 145mm. The zebrafish embryos in the high concentration group almost completely lost motor function, with a swimming distance of less than 50 mm. This integrated behavioral change model suggested that Lurasidone not only affected autonomic locomotion but also interfered with the functioning of the sensory-motor integration system and Lurasidone might act on both sensory and motor neuron development.

### 3.3 Lurasidone induces concentration-dependent apoptosis

The AO staining assay revealed a dose-dependent increase in neuronal apoptosis in zebrafish embryos exposed to lurasidone (**Figure 2**). Fluorescence microscopy imaging demonstrated progressively enhanced AO-positive signals in the central nervous system of 120 hpf embryos following lurasidone treatment at concentrations of 0.4, 4, and 8 mg/L compared to the control group. Quantitative analysis of fluorescence intensity confirmed significant elevation in apoptotic levels across all treatment groups, with relative apoptosis levels of 1.4228 ± 0.1, 1.9418 ± 0.3, and 2.4922 ± 0.2 for the 0.4, 4, and 8 mg/L exposure groups, respectively, compared to controls normalized to 1.0 (*p* < 0.001). Notably, the highest concentration (8 mg/L) induced approximately 2.5-fold increase in neuronal apoptosis relative to untreated embryos. The apoptotic signals were predominantly localized in the midbrain and hindbrain regions, with minimal effect observed in peripheral tissues, suggesting neuronal specificity of lurasidone-induced cytotoxicity. These findings indicate that lurasidone exposure elicits concentration-dependent neurotoxic effects in developing zebrafish, potentially through mechanisms involving programmed cell death pathways in neural tissues.

**Figure 2:**
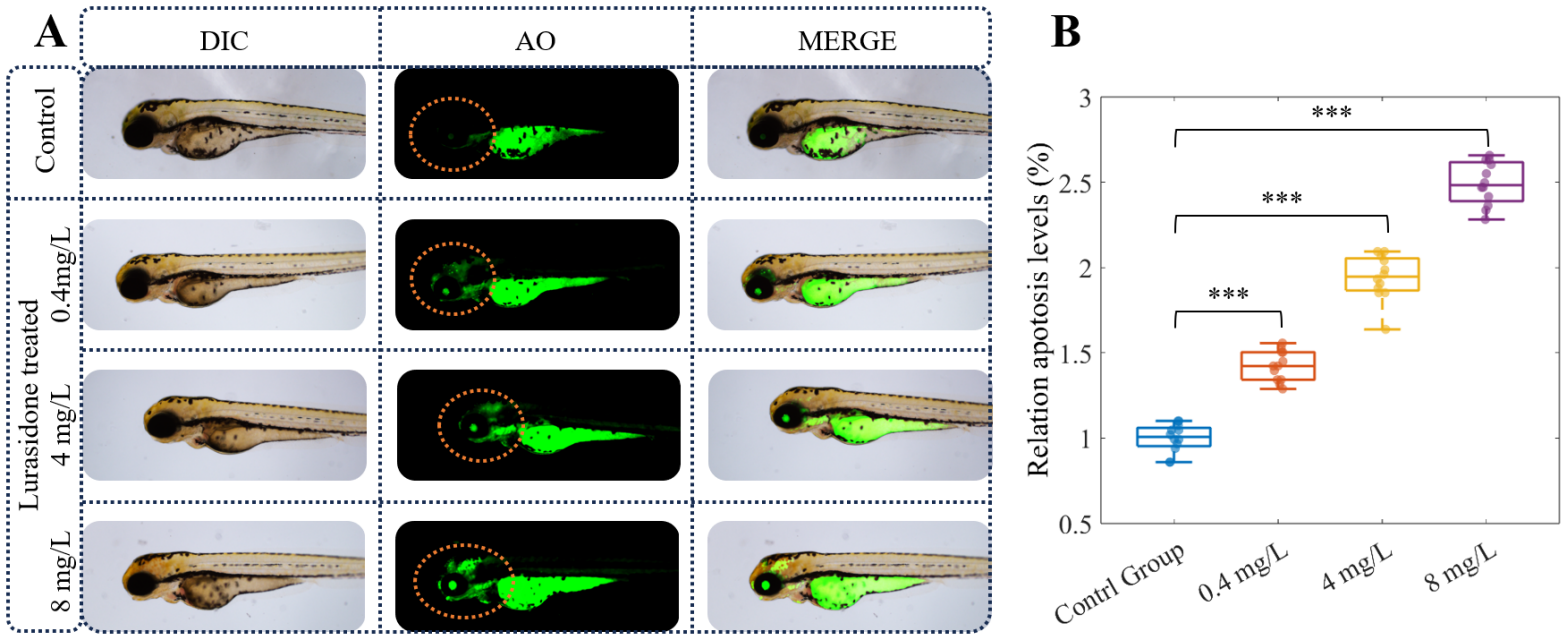
Lurasidone induces dose-dependent neuronal apoptosis in zebrafish embryos. **(A)** Representative images of 120 hpf zebrafish embryos under differential interference contrast (DIC) and fluorescence microscopy following acridine orange (AO) staining. Embryos were exposed to different concentrations of Lurasidone (0.4, 4, and 8 mg/L) or vehicle control. Apoptosis was visualized by acridine orange staining in live embryos, where apoptotic cells are indicated by green fluorescence, with merged images displaying the anatomical localization of apoptotic signals. **(B)** Quantitative analysis of relative apoptosis levels (%) across treatment groups. Data are presented as box plots showing median, quartiles, and individual data points (n=12 per group). Statistical significance is indicated by asterisks (***: *P* < 0.001) compared to control group.

### 3.4 Lurasidone induced transcriptomic alterations in zebrafish larvae

#### 3.4.1 Overview of differentially expressed genes

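RNA of zebrafish larvae at 5 dpf (120 hpf) was sequenced from 2 groups, a control group and a group exposed to 4 mg/L Lurasidone, with 3 libraries in each group. The methods section describes both entire larvae and brain tissue as the source of the RNA. The methods give 5 hpf as the start of the exposure, while the sample labels give 3 hpf. The authors deposited 1 table of 39214 genes with a value per library in FPKM (fragments relative to gene length and library size), the gene length and the gene position. The paper's text names the sequencer and an online analysis platform, and it does not name the aligner, the counting tool, the genome build or the test for differential expression. Each FPKM value multiplied by the gene length was a whole multiple of a constant of its library (between 99.99 and 100% of the values of a library), so the number of fragments on each gene could be read back. The control libraries held 15107664, 12210400 and 12276511 fragments on genes (median 12276511), and the Lurasidone libraries held 12553624, 11749887 and 11923925 (median 11923925). The denominators of the FPKM values differed from these totals, which came to between 84.5 and 104.04% of them, so the values contain a scaling between libraries made by the authors. A gene at 3 fragments or fewer in a library was treated as at the limit of detection. Genes with at least 0.5 FPKM in at least 3 of the 6 libraries were tested with limma (moderated linear model with a trend of the variance on expression) on log2(FPKM + 1). Log2 fold changes on this scale understate the change of genes with low FPKM. The thresholds were those of the Figure 3 legend, a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. With 3 libraries against 3, a two-sided exact permutation test of a single gene cannot give a p below 0.1.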

In this study, the effects of Lurasidone (4 mg/L) on zebrafish embryonic development were investigated by transcriptome sequencing analysis. The results of principal component analysis (PCA) showed that the control and Lurasidone-treated samples showed a significant trend of separation in the PC1 and PC2 dimensions (**Figure 3A**). 

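In a principal component analysis of log2(FPKM + 1) with the libraries as observations, the 3 control libraries scored -37.6, -52.9 and -18.5 on PC1, and the 3 Lurasidone libraries scored 26.9, 47.3 and 34.9. The distance between the nearest libraries of the 2 groups on PC1 was 45.4. On PC2 the groups overlapped, with scores of 11.0, -28.0 and 35.9 in the control libraries and -17.9, 8.61 and -9.53 in the Lurasidone libraries. The Pearson correlation of log2(FPKM + 1) across genes, which are not independent replicates, lay between 0.957 and 0.975 for pairs of libraries within a group and between 0.910 and 0.949 for pairs from different groups.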

The first principal component (PC1) explained 80.37% of the variance and the second principal component (PC2) explained 19.00% of the variance, suggesting that Lurasidone treatment resulted in significant transcriptome level alterations. This high level of sample differentiation suggested a systematic effect of Lurasidone on zebrafish embryonic gene expression patterns. 

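In this layout PC1 held 51.9% of the variance and PC2 held 15.9%. The share of PC1 moved most when the genes were taken as observations on log2(FPKM + 1), where it was 97.2%, and there the groups were apart on PC2 and not on PC1. In each of the 6 analyses that left out 1 library, the groups remained apart on PC1, which then held between 52.6 and 58.7% of the variance. From the separation of the groups and the shares of the 2 components, the paper proposes a transcriptome-wide change after Lurasidone treatment.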

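Of the 39214 genes in the table, 32111 had a fragment in at least 1 library, and 23409 passed the filter and were tested, 17852 of them protein-coding. An adjusted p of at most 0.05 (limma, Benjamini-Hochberg) was found for 2270 genes, of which 1356 were higher and 914 lower in Lurasidone. Among all tested genes, the Lurasidone libraries lay entirely above or below the control libraries for 7798 genes (33.3%), where chance gives 10%.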

The results of the differentially expressed gene (DEG) analysis (**Figure 3B**) showed that a total of 1,907 DEGs were identified. Among them, 1,285 genes were up-regulated and 622 genes were down-regulated, while 29,210 genes showed no significant change in expression. This result indicated that Lurasidone treatment induced the up-regulation of more genes.

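With the fold threshold added, 896 genes were DEGs, 610 higher and 286 lower in Lurasidone, and 22513 tested genes were not. The groups did not overlap in 895 of the 896 DEGs. In 47 of the higher DEGs every control library was at or under 3 fragments, and in 19 of the lower DEGs every Lurasidone library was, so that their fold changes have no upper limit. The alternative that moved the counts most was a limma test of the fold threshold itself (treat), with 19 genes higher and 2 lower, and 220 and 61 at an unadjusted p of at most 0.05. Leaving out 1 library at a time gave between 458 and 711 higher and between 137 and 537 lower DEGs. The lowest number of lower DEGs, 137, came without control replicate 1, and the highest, 537, came without control replicate 3. On simulated fragments for the real genes, the same steps found 165 of 200 changed genes (82.5%) with 3 false calls among 23707 genes tested. The simulated changes were all larger than the fold threshold, and each gene was drawn independently. These rates therefore do not carry over to changes near the threshold or to genes that vary together.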

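The higher genes made up 68.1% of the DEGs. Increases were ranked on log2(FPKM + 1) among protein-coding DEGs with separate groups and a mean of at least 1 FPKM. The largest were those of rgs5a, ENSDARG00000006588 and socs3a. By the ratio of mean FPKM the order differed. Against the limit of 3 fragments, ponzr5 and rgs16 rose at least 31.4-fold and 27.7-fold. The ratios were 11.2-fold for ENSDARG00000006588 and 8.55-fold for socs3a. For rgs5a, a regulator of G-protein signaling on chromosome 6, FPKM was 0.0578 ± 0.0396 (SD, n = 3) in control and 7.95 ± 1.57 (SD, n = 3) in Lurasidone, with a log2 fold change of 3.07 (SE 0.19, limma adjusted p = 1.8e-04). For ENSDARG00000006588 on chromosome 1, FPKM was 2.09 ± 1.42 in control and 23.5 ± 11.7 in Lurasidone, a log2 fold change of 3.01 (SE 0.42, limma adjusted p = 0.0039). For socs3a, a suppressor of cytokine signaling on chromosome 3, FPKM was 7.11 ± 0.381 in control and 60.8 ± 9.09 in Lurasidone, a log2 fold change of 2.92 (SE 0.16, limma adjusted p = 1.0e-04). On log2(FPKM + 1) the largest decrease was that of the afp4 copy ENSDARG00000041490 on chromosome 16. It fell from 28.0 ± 3.09 to 1.43 ± 0.528 FPKM, a log2 fold change of -3.60 (SE 0.19, limma adjusted p = 1.0e-04). A neighboring copy of the same name, ENSDARG00000095863, was chosen after its values were seen. It had a log2 fold change of -0.55 with an adjusted p of 0.13 in the same limma test, and the counting could have divided fragments between the copies. The next decreases rested on variable control libraries. For BX537263.5, FPKM was 46.5 ± 59.17 in control and 2.48 ± 2.57 in Lurasidone (limma adjusted p = 0.039), and without Lurasidone replicate 3 the adjusted p was 0.12. It was also not past the threshold without control replicate 1, Lurasidone replicate 1 or Lurasidone replicate 2. For AL935186.11, the log2 fold change was -2.93 (limma adjusted p = 0.012), and without control replicate 1 the adjusted p was 0.056.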

**Figure 3:**
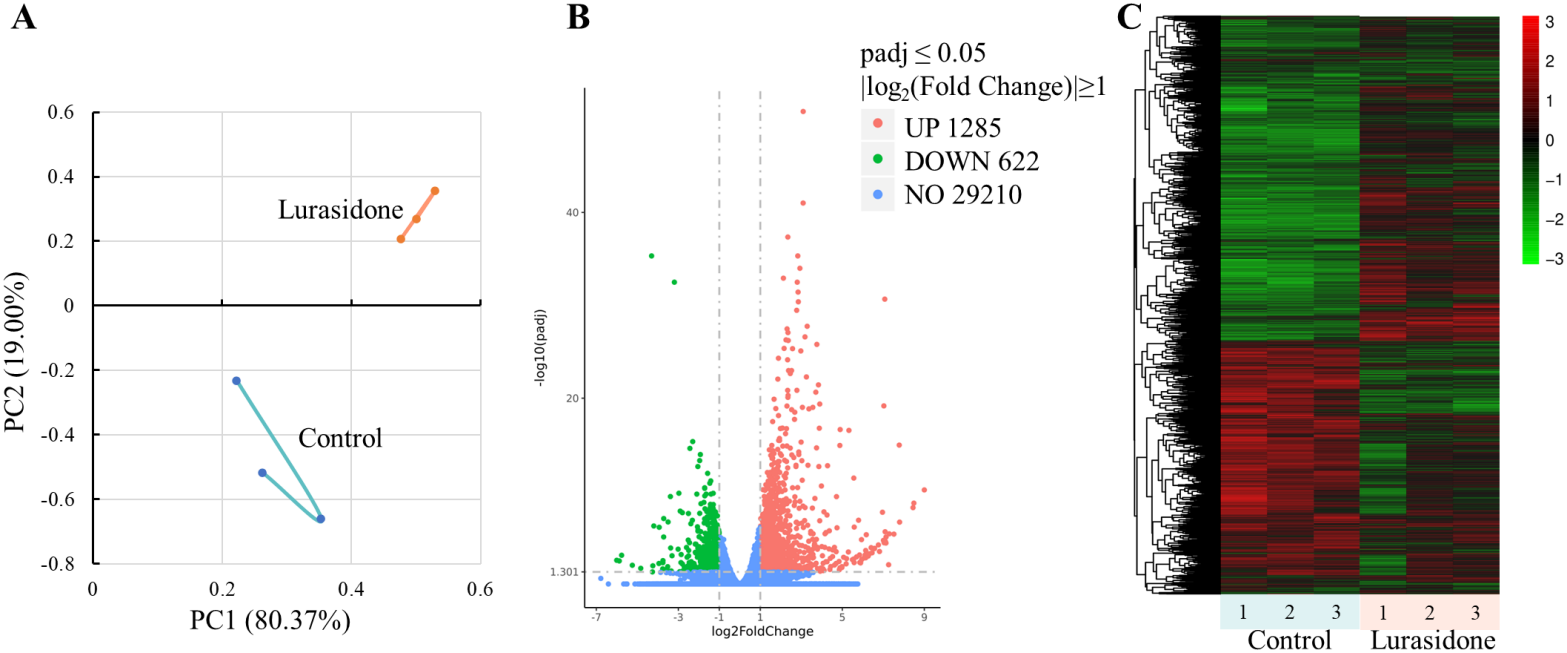
Transcriptome analysis of zebrafish embryos exposed to Lurasidone. **(A)** Principal component analysis (PCA) showed distinct clustering of control and Lurasidone-treated (4 mg/L) groups based on global gene expression profiles. **(B)** Volcano plot displaying differentially expressed genes (DEGs). The threshold criteria were set at padj ≤ 0.05 and |log2(Fold Change)| ≥ 1. **(C)** Hierarchical clustering heatmap of DEGs across all samples.

#### 3.4.2 GO term and KEGG pathway analysis

Functional enrichment analysis based on transcriptomic data showed that Lurasidone treatment had a significant effect on the regulation of gene expression in zebrafish embryos (**Figure 3**). GO enrichment analysis showed that significantly up-regulated genes after Lurasidone treatment were mainly involved in circadian regulation, while significantly down-regulated genes were focused on cell cycle processes (**Figures 3A, B**). 

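No GO or KEGG annotation was used here. The terms were represented by lists of genes by symbol, and each list was tested with camera, a test of limma that ranks a list against the other tested genes, with a preset correlation of 0.01 between genes. The list of the clock's negative limb and its outputs (per, cry, nr1d, ciart, bhlhe, dbp, tef and hlf genes) had 26 tested members, of which 23 were higher in Lurasidone. Their median log2 fold change was 1.12 (camera FDR = 3.6e-14 over 35 lists), and 15 were DEGs, all higher. The Fisher's exact test of the list among the higher DEGs gave an FDR of 3.0e-16. Adjusted over the list alone, 19 members were higher and 1 was lower at an adjusted p of at most 0.05, against 17 and 0 when adjusted over all genes, and 21 members had an unadjusted p of at most 0.05. On log2(FPKM + 1), the largest increases in the list were those of nr1d1, with a log2 fold change of 2.22 (SE 0.18, limma adjusted p = 4.1e-04), and tefa, with 2.20 (SE 0.19, limma adjusted p = 5.6e-04). By the log2 ratio of mean FPKM, per1a (2.58) and cry5 (2.53) rose more than tefa (2.34) and nr1d1 (2.31). Of the 25 lists past an FDR of 0.05 with camera, 15 higher and 10 lower, 21 also passed with fry, which tests each list on its own. The same 9 globin genes enter these counts as 2 lists. With the correlation between genes estimated from these 6 libraries, 0 lists passed, and 8 had an unadjusted p of at most 0.05, so the list values depend on the preset correlation. The clock list had an FDR of 0.148 in that setting.

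**Figure D1:**
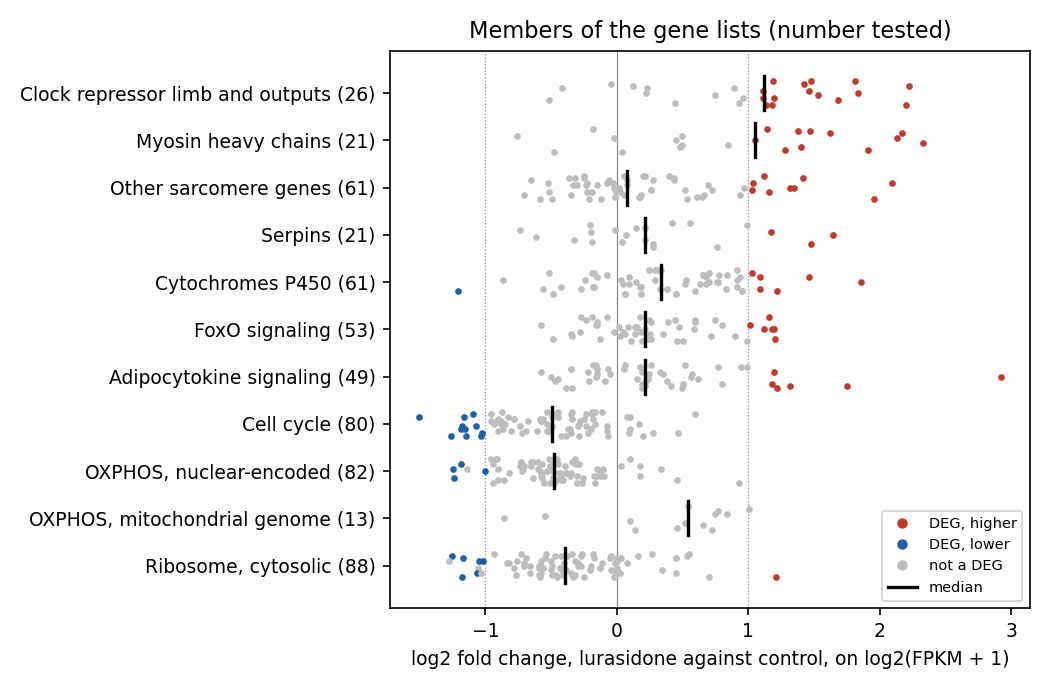
Log2 fold change of Lurasidone against control on log2(FPKM + 1) for each tested member of 11 gene lists, with the number of tested members in parentheses. Each point is a gene, red or blue where it was a DEG, the black line is the median of the list, and the dotted lines mark the fold threshold. The 15 DEGs of the clock list and the 11 of the myosin heavy chains lie to the right, and those of the cell cycle list to the left.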

In terms of biological processes (BP), up-regulated genes were mainly enriched in circadian-related biological processes, including regulation of circadian rhythm (GO:0042752), circadian rhythm (GO:0007623) and rhythmic process (GO:0048511). Particularly, they were significant in the circadian regulation of gene expression (GO:0032922) and entrainment of the circadian clock by photoperiod (GO:0043153). In addition, these genes are involved in biological processes such as muscle contraction (GO:0006936) and negative regulation of endopeptidase activity (GO:0010951). 

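Genes of the clock that respond to light were among these DEGs. For per2 on chromosome 2, FPKM rose from 15.8 ± 0.514 (SD, n = 3) in control to 48.3 ± 9.65 (SD, n = 3) in Lurasidone, a log2 fold change of 1.53 (SE 0.18, limma adjusted p = 0.0018). For cry1a on chromosome 4, FPKM rose from 29.7 ± 0.611 to 65.5 ± 0.290, a log2 fold change of 1.11 (SE 0.14, limma adjusted p = 0.0024). The largest change among the cry genes was that of cry5, from 1.16 ± 0.231 to 6.73 ± 0.996 FPKM, a log2 fold change of 1.84. Among the other per genes, per1b and per3 had log2 fold changes of 1.43 and 1.18, with limma adjusted p values of 0.0021 and 0.0047. In a list written for the positive limb of the clock (clock, arntl, ror and nfil3 genes), most tested members were higher. The 4 clock and arntl genes alone had a median log2 fold change of 0.30 and did not pass (camera FDR = 0.42). This check was chosen after the values were seen. The only DEG of the list was nfil3-6, which is not among these 4. The genes clockb and arntl1b had log2 fold changes of 0.60 and 0.40 (limma adjusted p = 0.091 and 0.21). The gene arntl1a, which encodes a partner of Clock and was chosen after its values were seen, had one of -0.42 (limma adjusted p = 0.15).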

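For muscle contraction, a list of sarcomere genes other than myosin heavy chains had 61 tested members, with a median log2 fold change of 0.07, 35 members higher and 26 lower. It held 9 DEGs, all higher (Fisher's exact test, FDR = 2.4e-04). The list passed with camera (FDR = 0.015) and not with fry (FDR = 0.0717), and without control replicate 3 its median was -0.0011. The largest increases were those of the 2 titin genes, which lie next to each other on chromosome 9. For ttn.1, FPKM was 0.997 ± 0.250 in control and 6.85 ± 1.76 in Lurasidone (SD, n = 3), and for ttn.2 it was 0.790 ± 0.160 and 6.75 ± 1.65. For endopeptidase inhibitors, the serpin list had 21 tested members, with a median log2 fold change of 0.21 (camera FDR = 0.0326) and 14 members higher. It held 3 DEGs, all higher (Fisher's exact test, FDR = 0.0445), and 6 members were higher when adjusted over the list alone against 5 over all genes. Without control replicate 3, Lurasidone replicate 1 or Lurasidone replicate 2, the serpin list no longer passed with camera, with medians of 0.15, 0.16 and 0.15. For serpinb14 the log2 fold change was 1.64 (SE 0.16, limma adjusted p = 7.9e-04).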

Down-regulated genes were significantly enriched for cell cycle-related functions, including cell cycle process (GO:0022402) and mitotic cell cycle (GO:0000278). 

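The cell cycle list had 80 tested members, of which 71 were lower in Lurasidone, with a median log2 fold change of -0.50 (camera FDR = 4.0e-13). It held 11 DEGs, all lower (Fisher's exact test, FDR = 1.3e-07), and it passed with fry (FDR = 0.00686). Adjusted over the list alone, 39 members were lower, against 26 when adjusted over all genes. Among them, dlgap5 fell from 15.6 ± 1.59 to 6.38 ± 0.245 FPKM (SD, n = 3), a log2 fold change of -1.16 (SE 0.15, limma adjusted p = 0.0027). For ube2c, whose product takes part in the exit from mitosis, the table holds 2 genes. The copy ENSDARG00000114670 fell from 17.3 ± 3.63 to 6.94 ± 0.460 FPKM, a log2 fold change of -1.19 (SE 0.18, limma adjusted p = 0.0054), and the more abundant copy ENSDARG00000101618 had a log2 fold change of -0.35 (limma adjusted p = 0.34).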

In terms of cellular components (CC), up-regulated genes were significantly enriched in cellular components associated with muscle structure. 

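Of 21 tested myosin heavy chain genes, 17 were higher in Lurasidone, with a median log2 fold change of 1.05 (camera FDR = 2.0e-09, fry FDR = 0.00881). The list held 11 DEGs, all higher (Fisher's exact test, FDR = 1.7e-11), and 16 members were higher when adjusted over the list alone against 12 over all genes. The 3 with the smallest adjusted p were the fast muscle genes myhz1.3, myhz2 and myhz1.2, which lie side by side on chromosome 5 between 32206378 and 32293002. Their FPKM rose from 47.8 ± 6.55 to 244 ± 23.5, from 137 ± 16.9 to 599 ± 43.7 and from 84.2 ± 17.7 to 378 ± 41.8 (SD, n = 3), and their log2 fold changes were 2.33, 2.13 and 2.17. These copies are similar in sequence, so the division of fragments among them is uncertain. Myosin heavy chains made up 0.133, 0.187 and 0.202% of the summed FPKM in the control libraries and 0.583, 0.730 and 0.673% in the Lurasidone libraries.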

The most significant were myosin filament (GO:0032982) and myosin II complex (GO:0016460). 

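The subunits of oxidative phosphorylation were divided by the genome that encodes them. Of 82 tested nuclear-encoded subunits, 75 were lower in Lurasidone, with a median log2 fold change of -0.48 (camera FDR = 1.6e-11, fry FDR = 0.0347). Only 4 of them were DEGs, all lower, and the list did not pass Fisher's exact test among the lower DEGs (FDR = 0.106). Without control replicate 3 there were 13 such DEGs (Fisher's exact test, FDR = 3.9e-07). There were 26 lower subunits when adjusted over the list alone and 12 over all genes. Among the DEGs, atp5f1e fell from 40.3 ± 7.78 to 16.4 ± 1.96 FPKM (SD, n = 3), a log2 fold change of -1.24 (SE 0.18, limma adjusted p = 0.0052), and atp5mf fell from 73.6 ± 15.6 to 31.5 ± 5.33 FPKM, a log2 fold change of -1.19. The third, ndufb9, had a log2 fold change of -1.24 with a limma adjusted p of 0.011, and without control replicate 1 the adjusted p was 0.059. The 13 subunits of the mitochondrial genome had a median log2 fold change of 0.54 that was not past the threshold (camera FDR = 0.239), with 11 of them higher and 0 DEGs. The only gene with an unadjusted p of at most 0.05, mt-nd3, named after its values were seen, went lower, with a log2 fold change of -0.86 and a limma adjusted p of 0.033 (Benjamini-Hochberg). Their median rested on control replicate 2, in which 1.41% of the fragments were mitochondrial, against 3.60 and 3.96% in the other control libraries and 4.10, 4.22 and 4.26% in the Lurasidone libraries. Without that library their median was 0.0206, and that of the nuclear-encoded subunits was -0.42. Without control replicate 3 the mitochondrial median was 0.78 and the list passed with camera, as it did without control replicate 1.

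**Figure D2:**
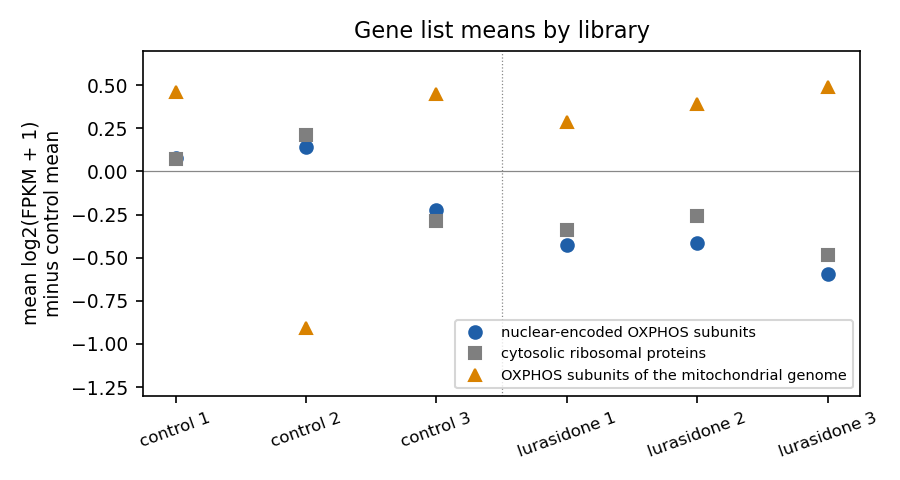
Mean log2(FPKM + 1) of 3 gene lists in each of the 6 libraries, minus the mean of the control libraries. The nuclear-encoded subunits lie between -0.22 and 0.14 in the control libraries and between -0.60 and -0.41 in the Lurasidone libraries, and the subunits of the mitochondrial genome stand low in control replicate 2 only, at -0.91.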

Down-regulated genes were significantly enriched in CC related to mitochondrial structure, such as the inner mitochondrial membrane protein complex (GO:0098800) and mitochondrial membrane part (GO:0044455). In terms of molecular function (MF), up-regulated genes were mainly enriched in the functions of tetrapyrrole binding (GO:0046906), microfilament motility activity (GO:0000146), and heme binding (GO:0020037). These results suggested that up-regulated genes were mainly involved in biological processes related to circadian regulation and muscle tissue function, and played important roles in cellular structural organization and metabolic enzyme activity. 

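Heme is a tetrapyrrole, and the cytochromes P450 are the largest group of heme proteins in the table. Of 61 tested cytochrome P450 genes, 47 were higher in Lurasidone, with a median log2 fold change of 0.34 (camera FDR = 1.1e-05, fry FDR = 0.0173). There were 6 DEGs higher (Fisher's exact test, FDR = 0.0147) and 1 lower, and 24 genes were higher when adjusted over the list alone against 20 over all genes. Without control replicate 3, 5 were DEGs and the list did not pass the Fisher's exact test (FDR = 0.0940). On log2(FPKM + 1), the largest increase was that of cyp24a1, which encodes a vitamin D hydroxylase. It rose from 19.4 ± 4.47 to 73.6 ± 19.1 FPKM (SD, n = 3), a log2 fold change of 1.86 (SE 0.23, limma adjusted p = 0.0024). By the ratio of mean FPKM, cyp2aa8 rose more, 4.11-fold against 3.79-fold for cyp24a1. The genes cyp2aa8 and cyp2aa9, neighbors on chromosome 23, moved in opposite directions, with log2 fold changes of 1.46 and -1.21, and without control replicate 1 the limma adjusted p of cyp2aa9 was 0.065. The globins, which also bind heme, were lower. Of 9 tested globin genes, 8 were lower, with a median log2 fold change of -0.95 (camera FDR = 3.0e-04, fry FDR = 0.00881), and 4 were DEGs. The globin hbbe1.1 fell from 520 ± 94.3 to 213 ± 9.34 FPKM, a log2 fold change of -1.27 (SE 0.19, limma adjusted p = 0.0057).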

And Lurasidone may interfere with essential processes of embryonic development by inhibiting cell cycle and mitochondria-related functions.

In the KEGG pathway enrichment analysis (**Figure 3C**), up-regulated genes were significantly enriched in several signaling and metabolic pathways. Among them, the Adipocytokine signaling pathway (dre04920) and FoxO signaling pathway (dre04068) were significantly enriched. These pathways are closely related to embryonic metabolic regulation, oxidative stress response and cell survival. 

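The adipocytokine signaling list had 49 tested members, of which 32 were higher in Lurasidone, and the FoxO signaling list had 53, of which 39 were higher. The lists share 14 members, and both had a median log2 fold change of 0.21. The camera FDR was 9.1e-04 for adipocytokine signaling and 7.4e-04 for FoxO signaling, and the fry FDR was 0.00568 and 0.0111. Each list held 6 DEGs, all higher, with FDR values of 0.00721 and 0.00965 from the Fisher's exact test. Adjusted over the list alone, 13 and 14 members were higher, against 10 and 11 when adjusted over all genes. The share of FoxO genes among the DEGs depended on single libraries, with 1 DEG without control replicate 1, 3 without control replicate 2, 4 without Lurasidone replicate 1 and 2 without Lurasidone replicate 2, none of which passed the Fisher's exact test. In the adipocytokine list, socs3b, a paralog of socs3a, rose from 12.6 ± 1.69 to 33.1 ± 5.15 FPKM (SD, n = 3), a log2 fold change of 1.32 (SE 0.17, limma adjusted p = 0.0030). In the FoxO list, gadd45ba rose from 15.1 ± 3.91 to 35.0 ± 4.78 FPKM, a log2 fold change of 1.18 (SE 0.20, limma adjusted p = 0.0094), which was 0.99 without control replicate 3.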

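The list of cytosolic ribosomal proteins had 88 tested members, of which 73 were lower in Lurasidone, with a median log2 fold change of -0.39 (camera FDR = 1.2e-05). It did not pass with fry (FDR = 0.134). The symbol pattern of this list also took in 9 rps6k kinase genes, which are not ribosomal proteins. Without them the median of the other 79 members was -0.43 (camera FDR = 2.0e-07), a check chosen after the values were seen. The list without the kinases did not pass with fry either (FDR = 0.124). There were 6 lower DEGs (Fisher's exact test, FDR = 0.00647), and the only higher DEG of the list was the kinase gene rps6ka3b. There were 10 lower members when adjusted over the list alone, as over all genes. The count of lower DEGs fell to 1 without control replicate 1, 3 without control replicate 2, 3 without Lurasidone replicate 1 and 2 without Lurasidone replicate 3, and the list did not pass the Fisher's exact test in these fits. Among the DEGs, rps29 fell from 376 ± 56.1 to 179 ± 20.3 FPKM (SD, n = 3), a log2 fold change of -1.07 with a limma adjusted p of 0.011, and without control replicate 1 the adjusted p was 0.058. The gene was also not a DEG without control replicate 2 or Lurasidone replicate 3. For rpl39 the log2 fold change was -1.17 (SE 0.18, limma adjusted p = 0.0053). The list mean of control replicate 3 lay 0.29 below the mean of the control libraries, under that of Lurasidone replicate 2, which lay 0.26 below it.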

The down-regulated genes were significantly enriched in the Cell cycle (dre04110), Oxidative phosphorylation (dre00190) and Ribosome pathways (dre03010). The inhibition of these pathways suggests that Lurasidone may significantly affect embryonic growth and development by blocking embryonic cell proliferation and protein synthesis and inhibiting mitochondrial energy metabolism.

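Ribosomal proteins of the mitochondrion had a median log2 fold change of -0.27 over 69 tested genes, of which 57 were lower (camera FDR = 5.7e-04, fry FDR = 0.0702). Their only DEGs were mrpl10 and mrpl54, both higher, with log2 fold changes of 1.04 and 1.04 and limma adjusted p values of 0.017 and 0.0094. Without control replicate 1 the adjusted p of mrpl10 was 0.081, without Lurasidone replicate 1 its log2 fold change was 0.86, and the log2 fold change of mrpl54 was 0.97 without control replicate 3 and 0.94 without Lurasidone replicate 1. From the lower expression of cell cycle, oxidative phosphorylation and ribosome genes, the paper proposes that Lurasidone affects cell proliferation, energy metabolism and protein synthesis in the embryo.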

The effects of Lurasidone on zebrafish embryos showed multi-level and multi-directional regulation. The up-regulated genes mainly affected metabolism, circadian rhythms and muscle tissue-related biological processes, suggesting that Lurasidone may play a role in metabolic regulation and rhythmic development of the embryo; whereas the down-regulated genes were concentrated in the pathways of basic life activities, such as the cell cycle, oxidative phosphorylation, and protein synthesis, suggesting that Lurasidone may interfere with normal processes of embryo development by inhibiting energy metabolism and cell proliferation. interfere with the normal process of embryonic development.

#### 3.4.3 The verified results of RNA-Seq by RT-qPCR

Based on the results of GO and KEGG enrichment analyses above, the genes per1a, fkbp5, gngt2a, ponzr5 and pnp5a were selected for validation in this study (**Figures 4E–G**). 

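All 5 genes were DEGs in the test of the FPKM values. With the filter raised to at least 5 FPKM in 3 libraries, 3 of them were tested, and the other two, gngt2a and ponzr5, were removed. In every gene the lowest Lurasidone library lay above the highest control library, and without control replicate 1 gngt2a was no longer past the adjusted p threshold.

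**Figure D3:**
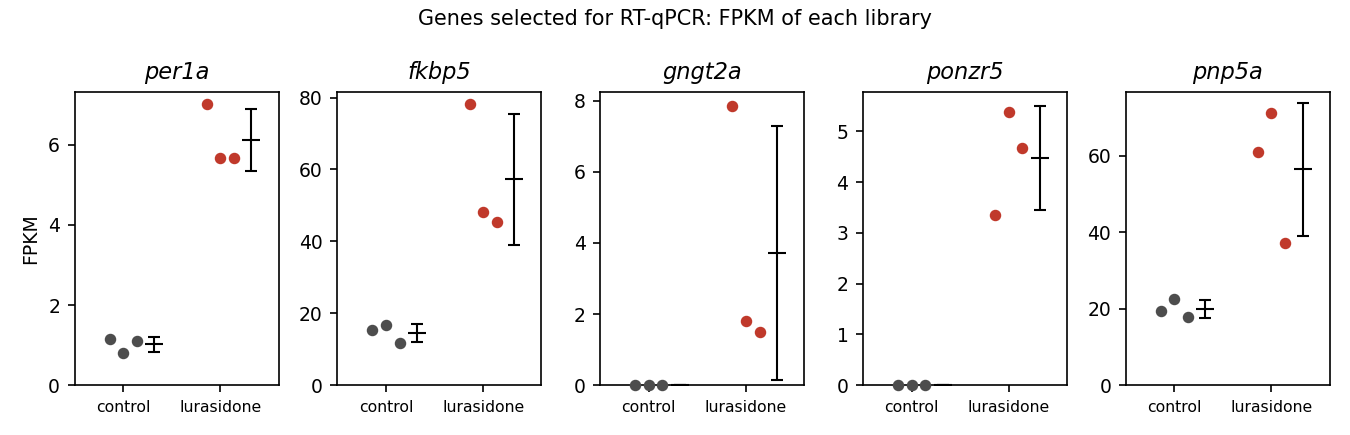
FPKM of per1a, fkbp5, gngt2a, ponzr5 and pnp5a in the 3 control and 3 Lurasidone libraries. Each point is a library, and the bar beside the points is the mean with the SD (n = 3). Each axis starts at 0, and the control libraries of gngt2a and ponzr5 are at 0.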

In the GO enrichment analysis of up-regulated genes, circadian rhythm and rhythmic process were significantly enriched BP, suggesting that the circadian pathway is activated after Lurasidone treatment. per1a is a core gene in the circadian rhythm pathway (CRP), which is involved in the maintenance and regulation of circadian rhythms. 

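The gene per1a (ENSDARG00000056885) lies on chromosome 10 from 22809715 to 22831611 in the coordinates of the deposited table, whose genome build is not named. Its FPKM was 1.02 ± 0.186 (SD, n = 3) in control and 6.12 ± 0.770 (SD, n = 3) in Lurasidone. The log2 fold change was 1.82 (SE 0.17, limma adjusted p = 7.9e-04), and the log2 ratio of the mean FPKM was 2.58. With each library left out in turn, the log2 fold change stayed between 1.73 and 1.86.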

The significant up-regulation of per1a supported the activation of circadian rhythm-related pathways (circadian rhythm) in the transcriptomic data. Among the KEGG-enriched up-regulated genes, there was a significant enrichment of the FoxO signaling pathway and the Adipocytokine signaling pathway, which are closely related to stress response and metabolic regulation in embryos. fkbp5 is a key gene in the stress response and hormone signaling pathway that regulates hypothalamic-pituitary-adrenal axis (HPA axis) activity. Up-regulation of fkbp5 was verified to support Lurasidone-induced stress response in embryos, validating the potential disruption of the HPA axis by Lurasidone. gngt2a is a component of the G protein signaling pathway involved in cell signaling, retinal function and metabolic regulation. 

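The gene fkbp5 (ENSDARG00000028396, chromosome 6 from 41096058 to 41117242) encodes a co-chaperone of the glucocorticoid receptor. Its FPKM was 14.5 ± 2.59 (SD, n = 3) in control and 57.2 ± 18.2 (SD, n = 3) in Lurasidone. The log2 fold change was 1.88 (SE 0.23, limma adjusted p = 0.0022), and it stayed between 1.63 and 2.02 with each library left out in turn.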

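The gene gngt2a (ENSDARG00000010680) encodes a gamma subunit of transducin and lies on chromosome 3 from 23092762 to 23096141. No fragment was counted on it in any control library, and 69, 16 and 13 fragments were counted in the 3 Lurasidone libraries, a mean of 3.72 ± 3.58 FPKM (SD, n = 3). Against the limit of 3 fragments in the control libraries, expression was at least 11.2-fold higher in Lurasidone. The limma adjusted p was 0.018, and without control replicate 1 it was 0.070. Without Lurasidone replicate 1, which held most of the fragments, the lower bound of the log2 ratio was 2.31 in place of 3.48. Its paralog gngt2b on chromosome 12, named here after its values were seen, was far more abundant and went the other way, from 828 ± 204 to 305 ± 60.5 FPKM, a log2 fold change of -1.43 (SE 0.25, limma adjusted p = 0.0094), with an adjusted p of 0.051 without Lurasidone replicate 2.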

Validation of the expression of gngt2a could further supported the effect of Lurasidone on the regulation of embryonic signaling pathways, in particular G-protein-coupled receptor-mediated metabolic and hormonal regulation. ponzr5 functions during cell division and structural reorganization and may be relevant to the regulation of embryonic development. Unlike the down-regulation of cell cycle-related genes such as ccnb1 and cdk1, the up-regulation of ponzr5 may suggest a different mode of regulation of metabolic and embryonic structural regulatory genes. pnp5a is a key gene in purine metabolism, which is mainly involved in purine nucleotide metabolism, and its role is very important for nucleic acid synthesis, energy metabolism and cell proliferation. 

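For ponzr5 (ENSDARG00000055046, chromosome 7 from 22657566 to 22663971), no fragment was counted in any control library. The Lurasidone libraries held 69, 111 and 95 fragments, a mean of 4.47 ± 1.03 FPKM (SD, n = 3), at least 31.4-fold higher than the limit of 3 fragments (limma adjusted p = 4.1e-04). Of the 6 tested members of the family, 3 were higher and 3 lower, and only ponzr5 reached the thresholds. Members named here after their values were seen include lower and higher ones. The log2 fold change of ponzr6, on the same chromosome, was -0.81 (limma adjusted p = 0.026), and that of ponzr1 was -0.43 (limma adjusted p = 0.16), while that of ponzr3 was 0.47 (limma adjusted p = 0.45). The cell cycle genes ccnb1 and cdk1 were lower. For ccnb1 on chromosome 5, FPKM was 21.0 ± 4.91 in control and 8.79 ± 0.103 in Lurasidone, a log2 fold change of -1.15 (SE 0.18, limma adjusted p = 0.0067), which was -0.98 without control replicate 2. For cdk1 on chromosome 17, FPKM was 10.3 ± 1.70 in control and 3.78 ± 1.12 in Lurasidone, a log2 fold change of -1.26 (SE 0.21, limma adjusted p = 0.0085). From these opposite directions, the paper proposes that ponzr5 is regulated differently from the cell cycle genes.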

According to KEGG enrichment analysis, Nucleotide metabolism and Biosynthesis of nucleotide sugars were significantly enriched pathways, suggesting that the upregulation of pnp5a is closely related to these metabolic pathways. pnp5a, like ponzr5, may play a positive role in the regulation of embryonic structure and metabolism.

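The gene pnp5a (ENSDARG00000078619, chromosome 7 from 6652967 to 6668424) encodes a purine nucleoside phosphorylase. Its FPKM was 20.0 ± 2.39 (SD, n = 3) in control and 56.4 ± 17.4 (SD, n = 3) in Lurasidone, a log2 fold change of 1.41 (SE 0.23, limma adjusted p = 0.0080). The log2 fold change stayed between 1.22 and 1.68 with each library left out in turn.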

**Figure 4:**
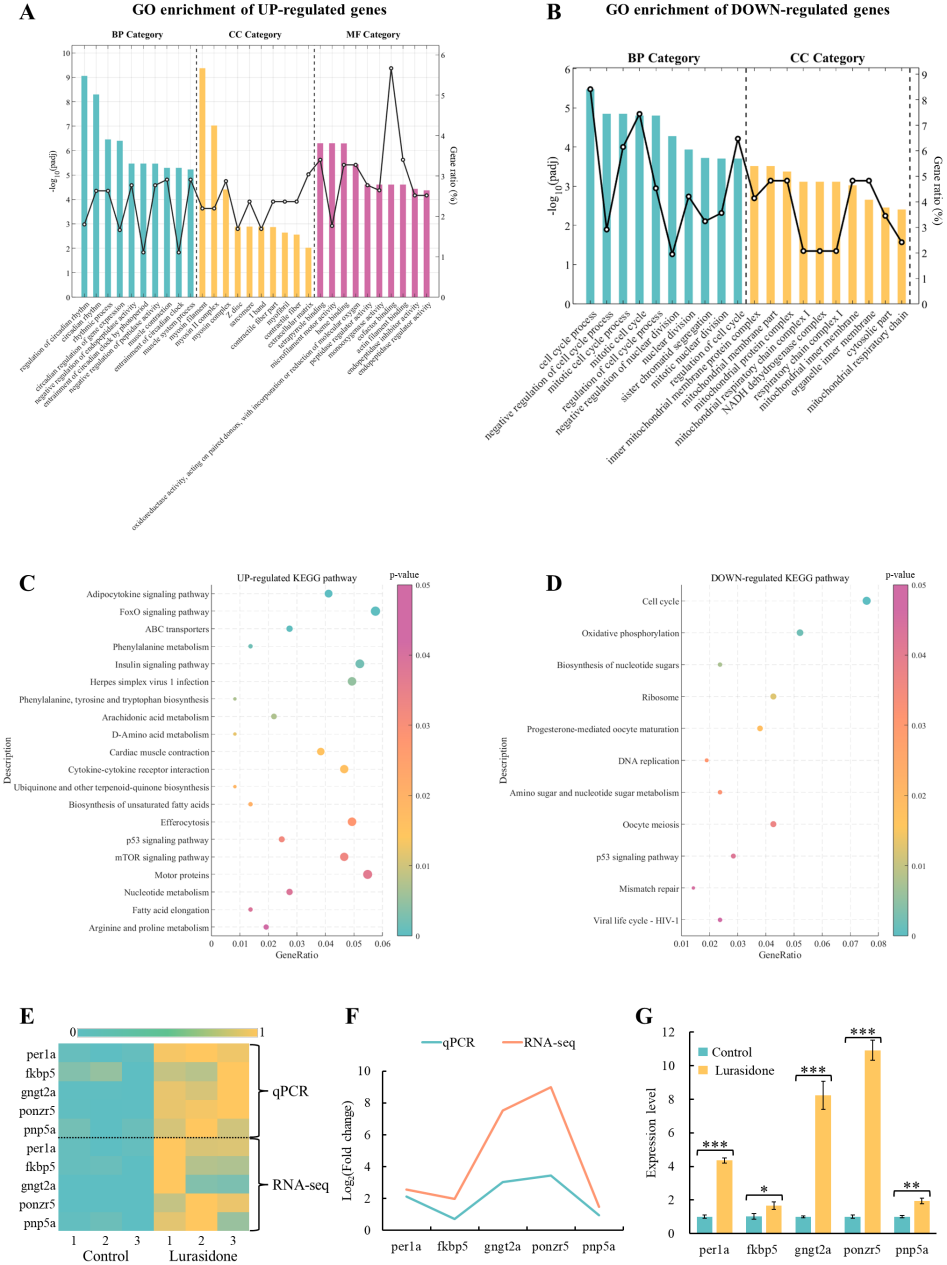
GO enrichment and KEGG pathway analysis of differentially expressed genes (DEGs), and transcriptional and qPCR validation of key genes in Lurasidone-treated zebrafish embryos. **(A, B)** Top 10 GO terms for up-regulated and down-regulated DEGs categorized into biological processes (BP), molecular functions (MF), and cellular components (CC). Adjusted p-values (padj) were used to assess statistical significance. **(C, D)** KEGG pathway enrichment analysis of up-regulated and down-regulated DEGs with p-values indicating pathway significance. **(E)** Heatmap of transcriptomics data displaying normalized expression levels of selected key genes. **(F, G)** qPCR validation results for the same set of genes, presented as mean ± S.E. with statistical significance denoted as *P < 0.05, **P < 0.01, and ***P < 0.001.

The mechanism of action of lurasidone is complex and multilayered, and may affect embryo development in an integrated manner through a dynamic balance between metabolism, structural regulation, and the cell cycle.

### 3.5 Lurasidone induced neurotransmitter alterations in zebrafish larvae

#### 3.5.1 Overview of differentially expressed neurotransmitters

The effect of Lurasidone on zebrafish embryos neurotransmitter metabolism caused several significant changes. As **Figure 5** showed, among the major neurotransmitters, statistically significant decreases were observed in the levels of glutamate, dopamine and GABA, with decreases of 11%, 11% and 29%, respectively. This pattern of change was shown as a distinct blue area in the heatmap, reflecting the significant down-regulation trend of these substances. From a metabolic pathway perspective, the glutamate-GABA system was significantly affected, with both key neurotransmitters showing significant down-regulation, suggesting that Lurasidone may have affected the excitatory/inhibitory neurotransmitter balance. Although these changes align with lurasidone’s established pharmacological profile as an antagonist of dopamine D2, 5-HT2A, and 5-HT7 receptors, the disproportionate reduction in GABA levels (29%) compared to glutamate and dopamine (both 11%) represents a novel finding that extends beyond what would be predicted from receptor binding profiles alone. This substantial GABA reduction suggests previously uncharacterized downstream effects on inhibitory neurotransmission pathways.

**Figure 5:**
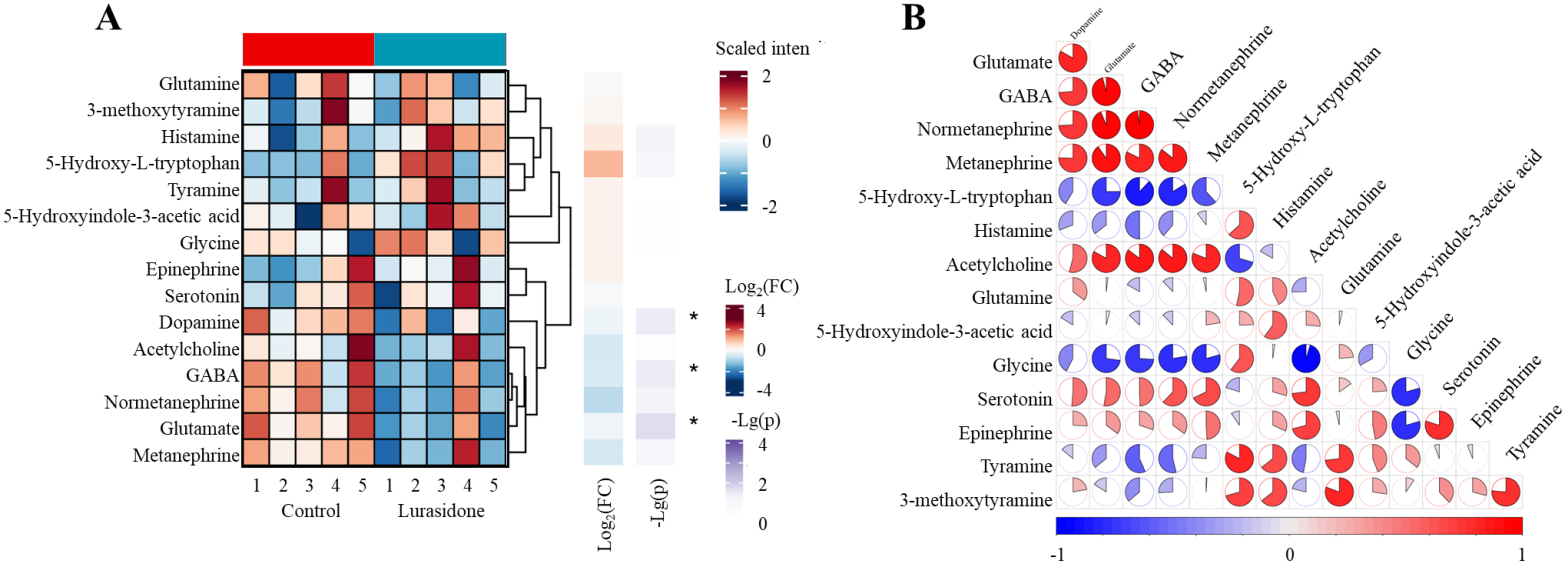
Systematic alterations of 15 neurotransmitters in zebrafish larvae following lurasidone exposure. **(A)** Hierarchical clustering heatmap showing differential expression patterns of neurotransmitters. **(B)** Correlation network analysis of neurotransmitter changes. Significance levels: *p* < 0.05 denoted by *; not marked * indicates not significant]. Data are presented as mean ± SE. (FC: Fold change).

The observed neurotransmitter changes provide a mechanistic link between transcriptome alterations and behavioral deficits. Significant reductions in glutamate and GABA levels may explain the impaired tactile response and reduced motor ability, as these neurotransmitters are essential for sensorimotor integration and motor control. Simultaneous alterations in inhibitory (GABA) and excitatory (glutamate) neurotransmission suggested that lurasidone affected the fundamental balance of neural signaling. This observation was consistent with the enrichment of circadian regulation and muscle contraction-related pathways shown by transcriptomic data, suggesting that lurasidone comprehensively affected neural signaling and motor function through multiple mechanisms. While these findings align with lurasidone’s known pharmacological profile as an antagonist of dopamine D2 receptors, our results reveal for the first time its significant impact on the glutamate-GABA system *in vivo*, particularly the substantial reduction in GABA (29%), which extends beyond what would be expected from its established receptor binding profile alone. This pronounced effect on inhibitory neurotransmission represents a novel aspect of lurasidone’s mechanism not previously characterized in developmental models.

#### 3.5.2 Analysis of absolute quantitative results of neurotransmitters

**Figure 6** shows the results of quantitative analysis of neurotransmitter changes in zebrafish larvae after exposure to Lurasidone. In the glutamatergic system, glutamate concentration was significantly reduced from 37.07 ± 1.89 μmol/g in the control group to 32.88 ± 2.67 μg/g in the lurasidone-treated group (p < 0.05), whereas the glutamine level remained relatively stable (13.13 ± 0.64 vs 12.95 ± 0.47 μg/g). This suggested that lurasidone specifically affected glutamate synthesis or metabolism rather than causing a generalized disturbance of the glutamate-glutamine cycle. The GABAergic system showed the most significant changes, with a dramatic decrease in GABA levels from 4.04 ± 0.71 to 2.83 ± 0.78 μg/g (p < 0.05). This significant reduction in a major inhibitory neurotransmitter is consistent with our previous observations of altered motor behavior and impaired tactile responses. At the same time, the maintenance of glycine levels suggested that the disruption of inhibitory neurotransmission was focused on the GABAergic pathway rather than a general effect on inhibitory signaling. In the monoamine system, dopamine and its metabolites showed synergistic changes. Dopamine concentrations decreased from 0.29 ± 0.01 to 0.25 ± 0.03 μg/g (p < 0.05), with corresponding decreases in its downstream metabolites 3-MT and metanephrine. These synergistic changes in the dopaminergic pathway corroborate with our transcriptomic findings, providing a mechanistic basis for the observed behavioral phenotype. 

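A list of dopamine, serotonin and adrenergic receptor genes, written for the targets of lurasidone that the paper gives, had 11 tested members. It is wider than those targets, since drd4a, drd4b and drd4-rs encode D4 receptors, which the paper does not name. None of the 11 was a DEG in either direction, and 2 had an unadjusted p of at most 0.05. Their log2 fold changes lay between -0.64 and 0.65, with a median of -0.15, 4 higher and 7 lower (camera FDR = 0.743). Adjusted over the list alone, 0 passed the adjusted p threshold, as over all genes. Most of these receptors had a control mean under 1 FPKM, and such a gene cannot fall by 1 on log2(FPKM + 1). The gene with the lowest log2 fold change, htr1ab, went from a mean of 0.912 to 0.226 FPKM. The gene with the highest, htr7c, went from 0.746 to 1.70 FPKM. The absence of lower DEGs therefore says little about these receptors.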

The serotonergic system showed more complex alterations, with changes in both 5-HIAA and 5-HTP levels, but these changes did not reach statistical significance. These results suggested that the effects of Lurasidone on serotonergic signaling might be more subtle or compensated by regulatory mechanisms. The cholinergic and histaminergic systems showed slight perturbations, suggesting that the main effects of lurasidone were achieved through modulation of the amino acid and monoamine neurotransmitter systems, rather than extensive disruption of all neurotransmitter pathways. Importantly, while previous pharmacological characterizations of lurasidone have focused primarily on its receptor binding profile, our quantitative analysis reveals significant downstream metabolic consequences that have not been previously documented in developmental models. The notably severe GABA reduction (29.5%) compared to more moderate decreases in glutamate and dopamine (both 11%) suggests a preferential impact on inhibitory circuits that cannot be fully explained by lurasidone’s known receptor affinities alone. This disproportionate effect on GABAergic transmission represents a novel finding that may have implications for understanding both the therapeutic effects and potential developmental risks of lurasidone exposure.

**Figure 6:**
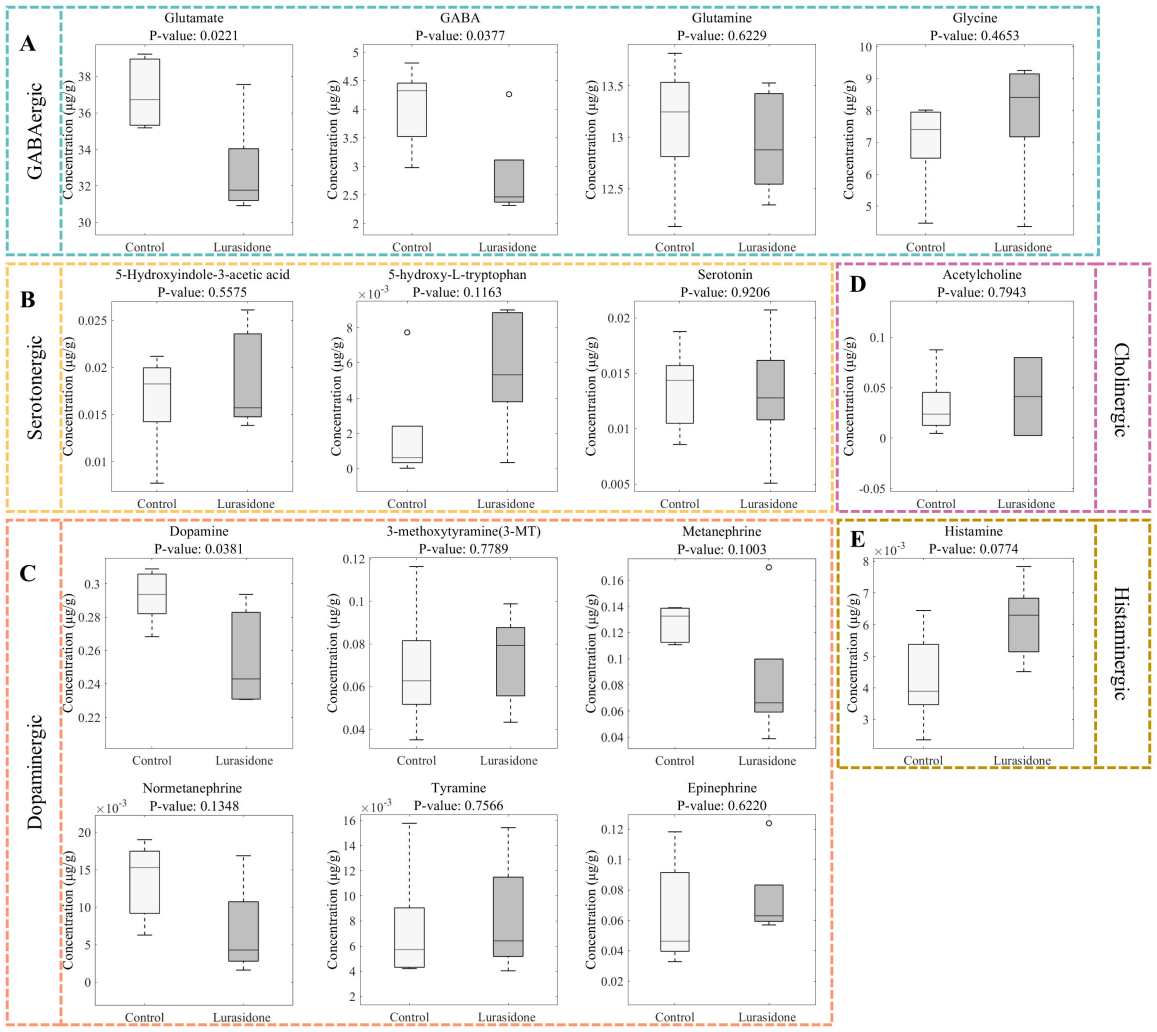
Quantitative analysis of neurotransmitter alterations in zebrafish larvae following lurasidone exposure. **(A)** Box plots showing changes in GABAergic system components (glutamate, GABA, glutamine, and glycine). **(B)** Alterations in serotonergic pathway metabolites (5-hydroxyindole-3-acetic acid, 5-hydroxy-L-tryptophan, and serotonin). **(C)** Changes in dopaminergic system components (dopamine, 3-methoxytyramine, metanephrine, normetanephrine, tyramine, and epinephrine). **(D)** Effect on cholinergic neurotransmitter (acetylcholine). **(E)** Impact on histaminergic system (histamine). *P*-values were calculated using Student’s t-test. Data are presented as mean ± SE.

## 4 Discussion

Lurasidone is a new atypical antipsychotic drug that acts mainly through high-affinity binding to dopamine D2 receptors and 5-hydroxytryptamine 5-HT2A receptors, and is used clinically for the treatment of schizophrenia and bipolar disorder (34). Lurasidone has lower metabolic side effects and is better tolerated than other antipsychotics (35, 36). However, its potential effects on the developing nervous system have not been fully investigated (37). This study investigated the potential neurodevelopmental toxicity of lurasidone using the zebrafish embryo model, revealing significant effects on early development, neurotransmitter systems, and behavioral patterns. Our results demonstrated that lurasidone exposure significantly affected zebrafish embryo development. The most notable findings included decreased survival rate at higher concentrations and developmental abnormalities, characterized by shorter body length and increased pericardial and yolk sac edema. These morphological changes were accompanied by significant behavioral alterations, as evidenced by decreased total swimming distance, average speed, and movement time. Of particular interest was the concentration-dependent reduction in both high mobile and normal mobile activities, suggesting compromised motor function. Noteworthy was the near-complete loss of touch response at higher concentrations, indicating potential disruption of sensory processing or motor output pathways. These behavioral changes correlate well with our neurotransmitter findings, particularly the significant reductions in glutamate, GABA, and dopamine levels.

The observed pattern of neurotransmitter alterations reveals several important contributions to the current understanding of lurasidone’s mechanism of action. While the reduction in dopamine levels (11%) is consistent with lurasidone’s known D2 receptor antagonism, the magnitude and pattern of changes in the glutamate-GABA system represent a previously uncharacterized aspect of its pharmacodynamic profile. The substantial decrease in GABA levels (29%) far exceeds the changes observed in other neurotransmitter systems and suggests that lurasidone’s effects on inhibitory neurotransmission are more profound than would be predicted based solely on its receptor binding profile. This disproportionate effect on GABAergic signaling may represent an indirect consequence of primary receptor interactions or could indicate previously unrecognized targets within the GABA synthesis or metabolism pathways. Our zebrafish model reveals for the first time the developmental consequences of these neurotransmitter alterations, linking molecular changes to specific behavioral deficits. The simultaneous disruption of both excitatory (glutamate) and inhibitory (GABA) signaling provides a novel explanation for the observed impairments in motor function and sensory integration. The relative preservation of serotonergic, cholinergic, and histaminergic systems despite significant changes in amino acid and catecholaminergic neurotransmitters suggests a more selective mechanism of action than previously appreciated. This selective pattern of neurotransmitter disturbance represents a unique neurochemical signature that distinguishes lurasidone from other atypical antipsychotics and may contribute to its clinical efficacy and side effect profile.

Our transcriptomic analysis revealed a complex pattern of gene expression changes, with particularly strong effects on circadian regulation and cell cycle-related pathways. The upregulation of circadian-related genes (including per1a) suggests that lurasidone may influence fundamental biological timing mechanisms, which could have broad implications for development and behavior. The downregulation of cell cycle-related genes, combined with changes in oxidative phosphorylation and ribosomal pathways, indicates that lurasidone may affect basic cellular processes necessary for normal development. The study demonstrated significant alterations in neurotransmitter levels, with reductions in glutamate, GABA, and dopamine. These changes provide a mechanistic link between transcriptomic alterations and behavioral deficits, suggesting that lurasidone affects neurotransmitter synthesis or release. 

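Among 25 tested genes for enzymes of glutamate, GABA and dopamine synthesis and breakdown, 17 were higher and 8 lower in Lurasidone, with a median log2 fold change of 0.15 (camera FDR = 0.0286, fry FDR = 0.0177). The only DEG was gls2a, which encodes a glutaminase, from 1.56 ± 0.607 to 5.24 ± 0.221 FPKM (SD, n = 3), a log2 fold change of 1.31 (SE 0.20, limma adjusted p = 0.0055). Adjusted over the list alone, 6 enzymes were higher and 3 lower, against 4 and 0 over all genes. Among 21 tested genes for transporters and release, 0 were DEGs and 8 had an unadjusted p of at most 0.05. At an adjusted p of at most 0.05, 1 was higher and 2 lower over the list alone, against 0 and 2 over all genes. Their median log2 fold change was -0.04, and the list did not pass with camera (FDR = 0.713).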

The observed reductions in GABA and glutamate, key mediators of excitatory and inhibitory signaling, are particularly concerning as they imply disruptions in the delicate balance required for proper neural network formation and function. Dopaminergic changes further support the hypothesis of impaired sensorimotor integration and highlight the complexity of lurasidone’s impact on neurodevelopmental pathways.

Recent studies using rodent models, specifically rats subjected to chronic mild stress (CMS), have demonstrated that lurasidone, a multi-receptor modulator, significantly affects the expression of circadian rhythm-related genes such as Per1 and Bmal1 (38, 39). In these studies, CMS induced a depressive-like state accompanied by a reduction in BMAL1 and CLOCK protein levels in the prefrontal cortex, along with downregulation of several clock genes including Per1, Per2, Cry1, Cry2, and others, which is aligning with our observation of upregulated per1a and disrupted circadian pathways in zebrafish. Clinical studies have identified FKBP5 polymorphisms as predictors of early antipsychotic response (40, 41).

Our transcriptomic data revealed significant upregulation of fkbp5, a gene implicated in stress response and hypothalamic-pituitary-adrenal (HPA) axis regulation. While prior work in mammalian models has elucidated Lurasidone’s effects on neurotransmitter receptors (e.g., D2/5-HT2A), our zebrafish study provides the first multi-omics characterization of its developmental neurotoxicity. The integration of real-time behavioral tracking, transcriptomics, and neurotransmitter profiling offers a systems-level perspective.

While lurasidone is clinically valued for its efficacy in treating schizophrenia and bipolar depression, its potential developmental neurotoxicity warrants caution, particularly in vulnerable populations such as pregnant women and adolescents. The findings of this study align with broader concerns regarding psychotropic drug safety during critical developmental periods. The zebrafish model provides a robust platform for preclinical evaluation, but further studies are needed to validate these findings in mammalian models and to explore the underlying molecular mechanisms in greater detail.

## 5 Conclusion

In this study, we revealed the mechanism of developmental neurotoxicity of the antipsychotic lurasidone by integrating multidimensional analyses (morphology, behavior, transcriptomics and neurotransmitter assays) in a zebrafish embryo model. Experiments showed that lurasidone exposure at ≥4 mg/L significantly affected embryo survival and development: morphology showed shortened body length and abnormal pericardial/yolk sac dilatation; behavior detected reduced spontaneous movements and blunted tactile responses; and neurotransmitter systems showed simultaneous down-regulation of GABA (29%), dopamine (11%) and glutamate (11%). Transcriptome analysis revealed significant dysregulation of key genes of the circadian pathway and cell cycle regulatory genes. These findings suggest that lurasidone produces multiple damages to the nervous system during critical periods of development by interfering with neurotransmitter homeostasis in synergy with gene regulatory networks. The study highlights the need for a dynamic monitoring system for medication use during pregnancy and provides a multimodal research methodological framework for optimizing the developmental safety evaluation of psychotropic drugs.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE299985.

# Supplementary material for: Lurasidone induces developmental toxicity and behavioral impairments in zebrafish embryos
**Source:** Front Psychiatry. 2025 Jul 1;16:1581524. doi: 10.3389/fpsyt.2025.1581524
**Supplement:** Supplementary file 1

**Lurasidone Induces Developmental Toxicity and Behavioral Impairments in Zebrafish Embryos**

Wentian Li*^1^; Fang Wang*^3^; Zhe Feng*^4^; Qianqian Cheng^5^; Yuqing Huang^3^; Lisheng Zhu^4^; Han Xiao#^2^; Hongjian Gong#^2^

* Contributed equally to this work

Han Xiao, Institute of Maternal and Child Health, Wuhan Children’ s Hospital (Wuhan Maternal and Child Healthcare Hospital), Tongji Medical College, Huazhong University of Science & Technology, Wuhan 430016, Hubei, People's Republic of China

Table S1. Primer sequences utilized for the RT-qPCR analysis.

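Each pair of primers amplifies a stretch of the cDNA of its gene, and the β-Actin pair serves as the reference for the amount of cDNA. RT-qPCR reports a ratio to that reference and to the control group, while FPKM relates the fragments of a gene to its length and to the size of the library. The RT-qPCR values themselves were not analysed here.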

| Gene symbol | Forward primer | Reverse primer |
| --- | --- | --- |
| Zf β-Actin | GATGCCCCTCGTGCTGTTTTC | TCTCTGTTGGCTTTGGGATTCA |
| Zf per1a | AACCGGTGCTTGTTTACCTG | TCTTCACCCTCAGGAGCAGT |
| Zf fkbp5 | ATCTGGCCCTGTGTTACCTG | TGCTTGAAGTCCATCAGTGC |
| Zf gngt2a | CGGGATATGTCCGATAAGGA | TCTGCAGATTGTGCCTCAAC |
| Zf ponzr5 | CTCGATGGATTTGGCTTCAT | GGAGCAAGCTCCACAGAAAG |
| Zf pnp5a | GGTGTGGAGACGGTGATTCT | AACCTTTCGTCGTTGTGTCC |

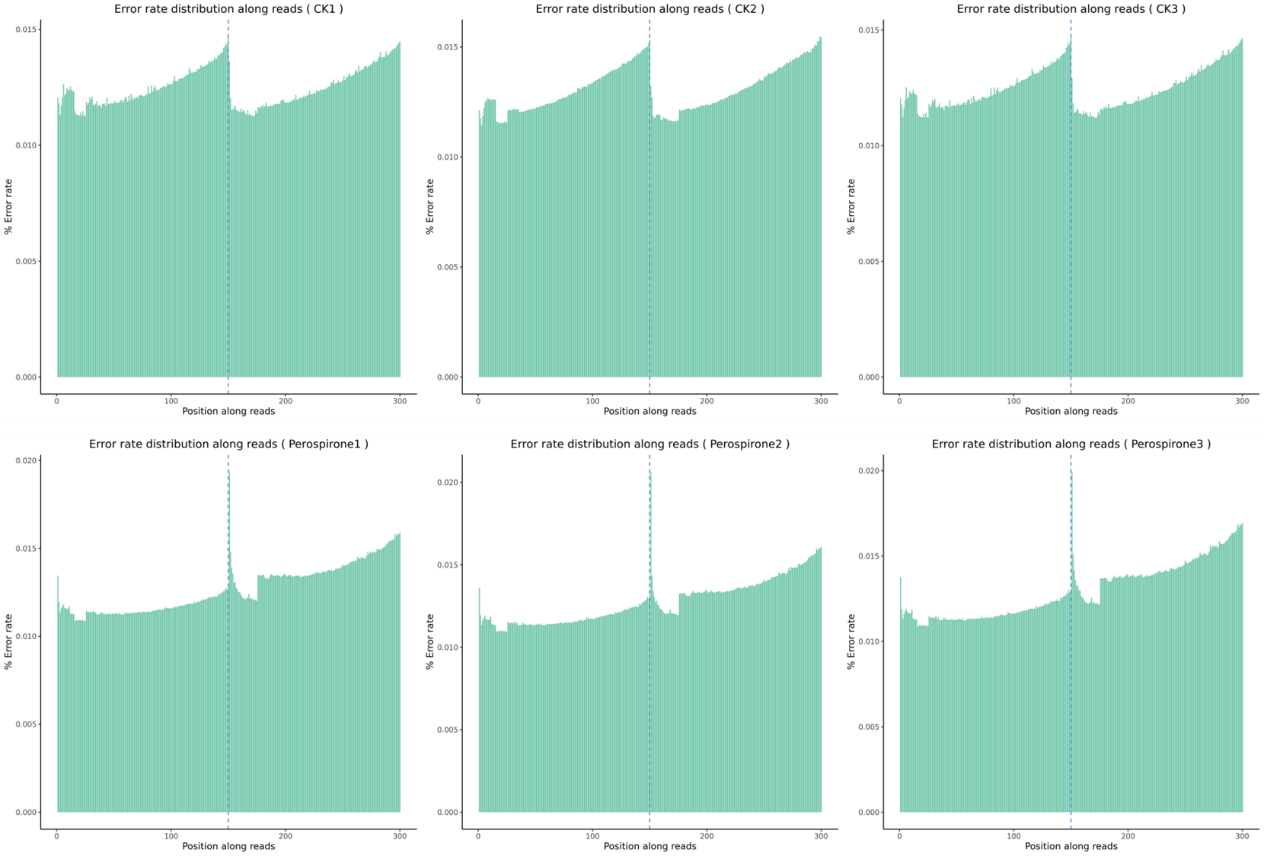

Fig. S1. Distribution of positional error rate for sequencing reads in both CK (control) and Lurasidone experimental groups.

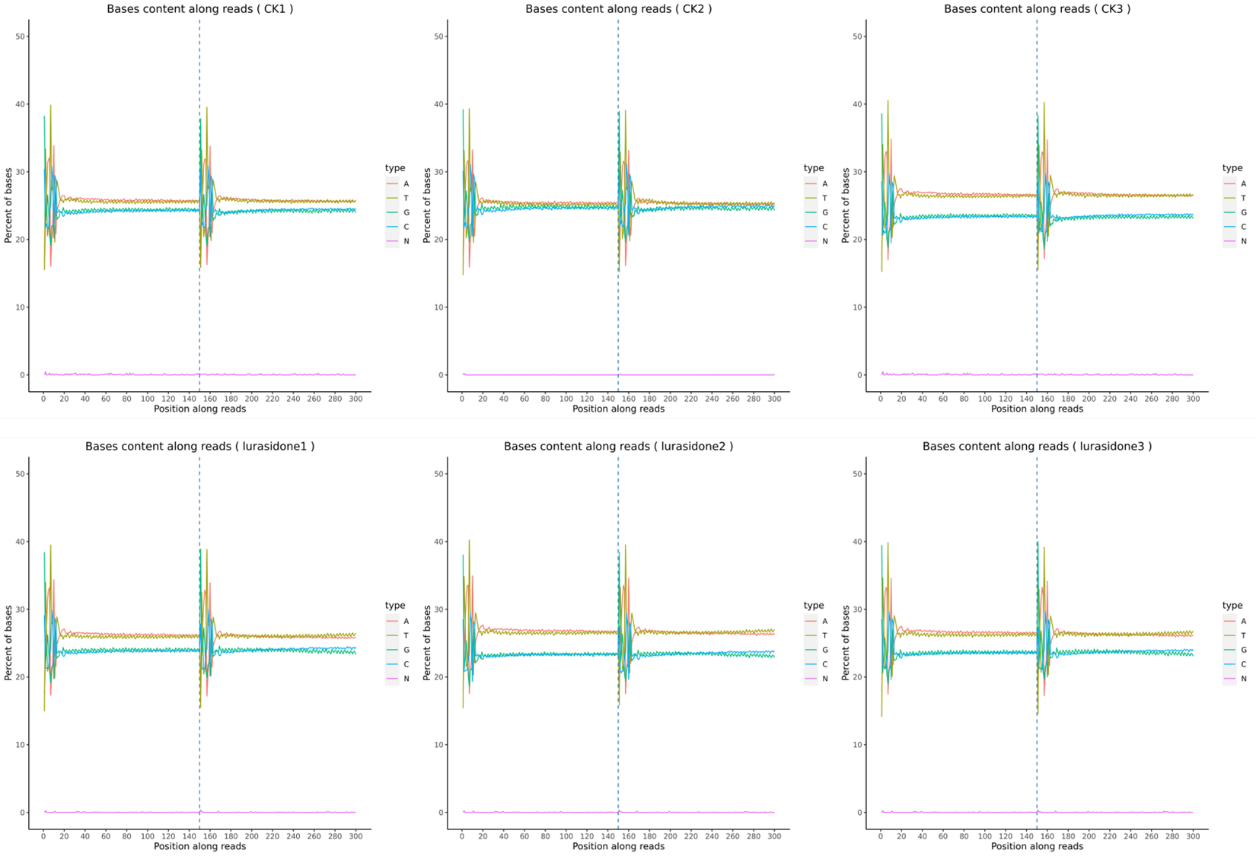

Fig. S2. Position-specific base composition analysis of sequencing reads in the CK (control) and Lurasidone groups.

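In such a plot the share of each base is drawn along the read. In libraries primed at random the shares vary over the first bases of a read and then run level, and an unequal course further on would show in the counts of genes with an extreme base content. The reads behind these plots were not analysed here.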

How the deposited data were processed for this re-analysis (not part of the article)

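RNA-seq libraries of zebrafish larvae collected at 5 dpf were analysed, 3 from the control group and 3 from the group exposed to 4 mg/L Lurasidone. The libraries were assigned to groups by the sample labels and the methods section, and each library was a separate biological replicate. The titles of the treated panels in Fig. S1 name another drug, perospirone, which these sources do not explain. The authors sequenced paired-end reads, counted fragments on Ensembl gene models and on further gene models without a symbol, and deposited FPKM values for 39214 genes with the gene length. Alignment, counting, the annotation and the scaling in the FPKM denominators were done by the authors and are already in the values, and the paper's text does not describe these steps. Gene names were taken from the deposited table, and 29201 of its identifiers were also found in a separate table of gene symbols. No genome or annotation of GO or KEGG terms was used. The table held 0 columns of samples of unknown identity.

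The number of fragments per gene was read back from FPKM times gene length, and it served for the depth of each library, the limit of 3 fragments, and a test chosen after the data had been seen. A library held between 11749887 and 15107664 fragments on genes. The median FPKM of the tested genes lay between 3.55 and 3.73 in the 6 libraries. Limits and fragment counts cover counting error only, since reads of the same molecule were not separated.

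Log2(FPKM + 1) of the 23409 genes with at least 0.5 FPKM in at least 3 libraries was fitted with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, with the group as the only term. DEGs had a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Gene lists were tested with camera (preset correlation 0.01), with fry and with camera on an estimated correlation as alternatives, and adjusted over 35 lists. Fisher's exact test (one-sided) compared each list with the DEGs of a direction, with all tested genes as the background. Single values per library were compared with two-sided exact permutation tests. Principal components were computed on the tested genes, centred per gene. Figures were drawn with matplotlib 3.10.9.

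The thresholds, tests, gene lists and alternatives were written down before the data were examined, apart from those named as chosen after. Genes named in the text were those the paper names, the 3 largest increases and decreases among protein-coding DEGs with separate groups and a mean of at least 1 FPKM, up to 3 DEGs per list and direction by adjusted p, and DEGs of the clock lists. Most other genes are named as chosen after their values were seen. The genes clockb and arntl1b and the ube2c copy ENSDARG00000101618 also fall outside the rule and are not so marked. A gene that this rule selects is not reported here. The alternatives were no variance trend, median-ratio scaling, quantile normalization, a pseudocount of 0.1, no filter, a filter of 5 FPKM, protein-coding genes only, the replicate number as a block, a correction of gene length (loess, span 0.5), no fold threshold, a test of the fold threshold, unadjusted p, list members of at least 1 FPKM, and leaving out each library. Chosen after the data had been seen were limma voom on the fragments of the 31117 genes with at least 2 fragments over the 6 libraries, with the library sizes of the FPKM denominators or with summed fragments, and the length correction together with the block. A correction of GC content was not run.

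The scripts were tested on simulated data, fragments drawn for the real genes with a dispersion of 0.02 and 200 changed genes. The test on log2(FPKM + 1) recovered 165 with 3 false calls among 23707 genes, and voom recovered 192 with 1 false call among 30910 genes. Camera and Fisher's exact test found the changed list of 25 genes and 0 of 100 unchanged lists. The simulated changes were all larger than the fold threshold, in genes with a mean of at least 1 FPKM. Each gene was drawn independently, so the simulation cannot show how often camera calls an unchanged list of correlated genes.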

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

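The test of other glucocorticoid targets was chosen before its result was seen, and the other tests in this part, apart from the counts of splits for gene lists, were chosen after. Each pattern below rests on a gene list or gene set that the paper does not discuss, though some hold genes that it names.

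A set of 14 genes had at most 3 fragments over the 3 control libraries and passed 2 limits in each Lurasidone library. These limits were at least 10 fragments and at least 1 FPKM. Under the same rule, 0 genes showed the reverse. Besides gngt2a and ponzr5, they include rgs16, gtpbp2b and zmat4a, with 69, 82 and 92, 48, 45 and 44, and 24, 20 and 17 fragments in the Lurasidone libraries. Only the real split of the 6 libraries gave such a set (1 of 10 splits, the smallest share possible), and the largest number in another split was 0. Library depth cannot produce it, since the smallest control library held 97.3% of the fragments of the largest Lurasidone library. A candidate explanation is a difference in the parents of the 2 groups. Of the 14 genes, 4 (28.6%) lie on alternate-haplotype scaffolds, against 22.5% of 8095 genes in the same range of mean FPKM (one-sided Fisher's exact test, p = 0.391). The set is too small for this test to decide, and without genotypes of the larvae a parental difference and an effect of the drug cannot be told apart for these genes. For gngt2a alone, reads shared with its abundant paralog gngt2b are excluded, since 271 fragments would be needed in the control libraries at the ratio of the 2 genes in Lurasidone and 0 were counted.

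The list written for the positive limb of the clock (clock, arntl, ror and nfil3 genes) was higher, with a median log2 fold change of 0.42 over 10 members, 8 of them higher (camera FDR = 0.0149). It was included because these genes run opposite to the per genes over the day. Collection of the groups at different times of day would raise the negative limb of the clock and lower the positive limb. The median of 0.42 goes against that, but arntl1a went lower, without passing the threshold, and the camera call rested on nfil3-6, with a log2 fold change of 2.19. Without nfil3-6 the median was still 0.40, with 7 of 9 members higher, and the list no longer passed (camera FDR = 0.0978). The 4 clock and arntl genes alone had a median of 0.30, with 3 higher and 1 lower, and did not pass (camera FDR = 0.42). The members go both ways and the collection times are not given, so a shift in time and a response to the drug cannot be told apart. The rise of the negative limb itself was the strongest of the real split only (1 of 10 splits).

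A list of glucocorticoid targets was higher, with a median log2 fold change of 0.37 over 19 members, 15 of them higher (camera FDR = 8.9e-05) and 5 DEGs. No other split of the libraries gave as small a camera p (1 of 10 splits). The list holds fkbp5, which the paper picked from these libraries, and shares 0 members with the negative limb of the clock. A glucocorticoid response as a source of the rise of fkbp5 and per1a predicts that the other targets rise too, and as a list they did. The 18 targets without fkbp5 had a median of 0.33, 14 of them higher, and passed with camera (FDR = 3.7e-04) and with fry (FDR = 0.00824). Only 4 of the 18 were DEGs, and 4 were lower. Among targets named after their values were seen, sgk1 was level (log2 fold change 0.01) and pck1 was lower (-0.34). The rise of the list goes with such a response, as a hypothesis, though not every target rose. The largest change was that of klf9, from 13.8 ± 1.19 to 72.0 ± 19.0 FPKM (SD, n = 3), a log2 fold change of 2.27. Cortisol was not among the values analysed, and a response of the same genes to another stimulus stays open.

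Lists for muscle atrophy and stress and for hypoxia were higher, with medians of 0.35 over 26 members and 0.32 over 22 members (camera FDR = 8.1e-05 and 0.00167). The first shares 13 members with the FoxO signaling list and 2 with the glucocorticoid targets. In the second, 15 members were higher and 7 lower, and 3 were DEGs. Of these, pfkfb3 had a log2 fold change of 2.06, pfkfb4b 1.44 and ddit4 1.79 (limma adjusted p = 5.9e-04, 0.0021 and 0.013). Without control replicate 1 the adjusted p of ddit4 was 0.055. These lists were not tested for a technical cause beyond the alternatives. An oxygen or nutrient limitation and a hormone response were not tested separately for these genes.

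The xenobiotic list (nuclear receptors, phase I and phase II enzymes and transporters) was higher, with a median of 0.70 over 21 members, 15 of them higher (camera FDR = 2.8e-05, fry FDR = 0.00754), and only in the real split was its camera p as small (1 of 10 splits). It shares 11 members with the cytochrome P450 list. Among its 6 DEGs, nr1i2, the pregnane X receptor, had a log2 fold change of 1.34 and cyp3a65 of 1.22 (limma adjusted p = 0.0086 and 0.0088). More liver tissue in the sample would raise secreted liver proteins as much, but the xenobiotic list rose 0.42 more than they did on the log2 scale, in each Lurasidone library against each control library (exact permutation test, p = 0.1, the smallest possible). An induction of drug metabolism by lurasidone is a hypothesis that stays open, and a change within liver cells was not tested.

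The list of cone photoreceptor genes was higher, with a median of 0.20 over 24 members (camera FDR = 0.0497), which with gngt2a at its lower bound is also 0.20. It is not an even shift, since arr3a, arr3b and pde6ha were higher, with log2 fold changes of 1.28, 1.55 and 1.07, and gngt2b was lower. The gene pde6ha was not a DEG without control replicate 1, control replicate 3 or Lurasidone replicate 1. Without gngt2a the list did not pass with camera (median 0.11, FDR = 0.102), and its FDR with fry was 0.0489, close to the threshold. Rod genes had a median of -0.40 (camera FDR = 0.0490) and crystallins of 0.35 (camera FDR = 0.0254, fry FDR = 0.626). The crystallin value rests on control replicate 3, whose list mean lay 1.09 below the mean of the control libraries, while the other control libraries lay 0.34 and 0.76 above it and the Lurasidone libraries 0.61, 0.014 and 0.53 above it. No technical explanation was tested for the cone list beyond the alternatives, under 13 of 21 of which it was no longer past the threshold.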

How the results depend on the processing

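The voom tests, the length correction with the block and the lists without named genes were chosen after seeing the data, and the other alternatives before.

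The number of DEGs moved with the scale, the filter and the threshold. With a pseudocount of 0.1 there were 917 higher and 445 lower DEGs. Without the filter there were 173 lower DEGs, with at least 5 FPKM 350 higher and 190 lower, and with protein-coding genes only 187 lower, settings that test other numbers of genes. Without the fold threshold there were 1356 higher and 914 lower, and with the test of the threshold itself 19 and 2. Voom on fragments called 1234 higher and 550 lower, of which 844 were DEGs of the first test too, and with summed fragments as library sizes 1408 higher, 77.6% of its DEGs against 68.1% in the first test. The median log2 fold change of all genes moved to -0.11 with at least 5 FPKM, where more abundant genes are tested. The fits that each left out 1 library gave from 137 to 537 lower DEGs. The smaller numbers of libraries and genes are part of these settings, and for the other changes the cause was not tested.

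The replicate number as a block gave 568 higher and 235 lower DEGs. The numbers do not pair the libraries, since the correlations of the deviations of same-numbered libraries were 0.118, -0.103 and 0.00564. With the replicate block the FoxO list held 4 DEGs and lost the Fisher call, and with the replicate block and length correction there were 10 enriched lists, 3 serpin, 5 cytochrome P450, 4 FoxO and 4 ribosomal DEGs, each no longer past.

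All lists lost the camera call with an estimated correlation (0 of 35, with 8 at an unadjusted p of at most 0.05). Their medians do not change with that setting and were 1.12 for the clock, -0.50 for the cell cycle, -0.48 for nuclear-encoded subunits, -0.39 for ribosomal proteins, 1.05 for myosin heavy chains, 0.073 for the sarcomere, 0.21 for FoxO, adipocytokine and serpin genes and 0.34 for cytochromes P450. With fry the ribosomal (-0.39, FDR = 0.134) and sarcomere (0.073, FDR = 0.0717) lists did not pass. Apart from these list tests, clock, cell cycle, nuclear-encoded, myosin, FoxO, adipocytokine and cytochrome P450 lists passed camera with the same direction under every alternative.

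Enrichment among DEGs was less stable. The ribosomal list lost it with quantile normalization (2 lower DEGs), a pseudocount of 0.1 (6), no filter (3), the length correction (3) and voom with summed fragments (4). Nuclear-encoded subunits gained it without the filter (4 DEGs) and with voom (6). Serpins lost it with a pseudocount of 0.1 (3) and voom (3), cytochromes P450 with the length correction (5), and adipocytokine genes with at least 5 FPKM (4), where 3 of the 5 genes chosen for RT-qPCR were tested. The cause was not tested.

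Across the 6 fits that each left out 1 library, the number of enriched lists ran from 9 to 16, the sarcomere median from -0.0011 to 0.17 and the serpin median from 0.084 to 0.31. DEGs ran from 3 to 4 among serpins, 5 to 8 among cytochromes P450, 1 to 7 among FoxO genes, 3 to 13 among nuclear-encoded subunits and 1 to 10 among ribosomal proteins. Over 18 alternatives, which include these fits, the cell cycle list held from 5 to 19 lower DEGs, against 11 in the first test. The sarcomere list held from 6 to 13 higher DEGs, against 9. Both lists kept the enrichment call in all 18, but the counts moved.

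Camera gives the direction of a list against the other genes, which need not follow the sign of its median. That direction reversed for the mitochondrially encoded subunits without control replicate 2 (median 0.0206), for the pancreas list without control replicate 3 (-0.13), Lurasidone replicate 1 (-0.05) and Lurasidone replicate 2 (0.0066) and with voom (0.0232), and for the receptor list without control replicate 3 (-0.08) and without members under 1 FPKM (-0.16). None of these passed the threshold in these settings. The sign of the median itself changed for the pancreas list in the first pair of these settings, for the sarcomere list without control replicate 3 and for the receptors with voom on summed fragments (0.077), among others near 0. Over the fits without 1 library the medians ran from 0.0206 to 0.78 for the mitochondrially encoded subunits, from -0.13 to 0.27 for the pancreas list and from -0.14 to -0.043 for the receptors, and the first passed without control replicate 1, without control replicate 3 and with voom on summed fragments. The cause was not tested.

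PC1 held 94.6% with genes as observations on FPKM, 94.5% when centred, 97.2% on log2(FPKM + 1), 42.1% with genes scaled to unit variance, 47.9% without the filter, 64.5% over the 500 most variable genes, and from 52.6 to 58.7% with a library left out.

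Of the 100 genes named in the tables, 26 lost their call without control replicate 1, a loss of 1 of 3 control libraries, and 0 reversed under any alternative. The depth limits genes with a group at or under 3 fragments, for which the folds given as at least a value are lower bounds. A correction of GC content was not run, since no genome was used.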

Differences from the paper's values

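Only the voom tests were chosen after the values were seen.

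The paper reports 1,907 DEGs, 1,285 up-regulated and 622 down-regulated, while the test here gave 896, 610 and 286. Of the alternatives set before the data were examined, a pseudocount of 0.1 (1362 DEGs, 917 higher and 445 lower) and no fold threshold (2270, 1356 and 914) came within 1.5 times of all 3 of the paper's values. Leaving out control replicate 3 did so for the lower DEGs only (537), and the other alternatives set before did not. Limma voom on recovered fragments, chosen after seeing the values, gave 1784 DEGs, 1234 higher and 550 lower, and with summed library sizes 1814 DEGs, 1408 higher and 406 lower, of which the last stays outside.

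The paper reports 80.37% of the variance on PC1, while the analysis here gave 51.9%. Of the alternatives set before the data were examined, the 3 layouts with genes as observations (94.6, 94.5 and 97.2%), the 500 most variable genes (64.5%) and the analyses without control replicate 3 (58.7%), Lurasidone replicate 1 (56.7%) and Lurasidone replicate 3 (55.5%) came within 1.5 times of it, and the others did not. The paper gives 19.00% for PC2. PC2 held 4.55, 4.59 and 1.32% in the 3 layouts with genes as observations, which is outside 1.5 times, and 13.6, 15.9, 18.0 and 19.3% in the other 4, which is within it.

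The paper states that oxidative phosphorylation was enriched among the down-regulated genes, while the 82 nuclear-encoded subunits here were lower as a list with 4 DEGs and did not pass Fisher's exact test (FDR = 0.106). They passed without the filter (4 DEGs), without control replicate 2 (5), control replicate 3 (13) or Lurasidone replicate 2 (6), and with voom (6), which was chosen after seeing the values.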

Other observations

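The tests of the mitochondrial library and of short genes were chosen before their results were seen, and the other tests in this part, apart from the counts of splits, were chosen after.

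The paper's DEGs and its genes without a significant change add to the 31117 genes that hold at least 2 fragments over the 6 libraries. The other 9 splits of the libraries gave 0 DEGs, with between 54 and 133 genes past the fold threshold at an unadjusted p of at most 0.05, against 992 in the real split. So 1 of 10 splits, the smallest share possible, gave as many higher DEGs, 1 as many lower DEGs, 1 as many lists past the camera threshold and 1 as many enriched lists. The excess of higher over lower DEGs remained under other scalings between libraries. The higher genes made up 67.3% of the DEGs with median-ratio scaling and 70.0% with quantile normalization. With voom on summed fragments they made up 77.6%, so the size of the excess moved with the scaling. Without control replicate 3 their share was 57.0%. Up to 15 lists passed in another split, against 25. For single lists, 1 split gave as small a camera p for the cell cycle, myosin, FoxO and adipocytokine lists, 2 for the nuclear-encoded subunits, 2 for serpins and 3 for ribosomal proteins, so the last lists also move between libraries of a group.

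Cell cycle, ribosomal protein and nuclear-encoded oxidative phosphorylation genes were lower together. A delay of development would leave more embryonic globin, but the embryonic globins were lower (median -0.95). The 9 tested embryonic globins were also all the tested globins, so no adult globin served as a contrast. A fall of all globin RNA would give the same value, so the test cannot decide on a delay. Gene length is not the whole cause, since after removal of the trend with length the camera FDR was 3.0e-10 for the nuclear-encoded subunits, 2.6e-05 for the ribosomal proteins and 2.7e-09 for the myosin heavy chains. The shortest eighth of the tested genes, up to 934 bp, held 117 (40.9%) of the lower DEGs and 86 (14.1%) of the higher DEGs, and 34.2% of the lower DEGs after the length correction. Only 5 of the 117 are ribosomal protein or oxidative phosphorylation genes, and 40 have no symbol. A difference in the size of RNA fragments kept during library preparation was not tested and stays open.

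The nuclear-encoded and mitochondrially encoded subunits moved apart, by -0.87 on the log2 scale between groups (exact permutation test, p = 0.1, the smallest possible). Much of this may come from control replicate 2, since without it the mitochondrially encoded subunits were level (0.0206) rather than lower like the nuclear-encoded ones. The library does not make the nuclear-encoded fall.

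The myosin heavy chains rose 0.67 more than the other sarcomere genes on the log2 scale (exact permutation test, p = 0.1, the smallest possible), in each Lurasidone library against each control library. A larger amount of muscle in the sample would raise both alike, so it is not the whole cause, and a change in muscle itself is a hypothesis that stays open.

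The methods name brain tissue and entire larvae. Digestive enzymes, secreted liver proteins and myosin heavy chains made up at least 2.43% of the summed FPKM in every library and up to 3.42%, which argues against dissected brain alone as the source. Genes of neurons had a median log2 fold change of -0.42, with 18 of 23 lower (camera FDR = 9.1e-05).

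Cationic amphiphilic drugs raise sterol synthesis genes in many cells, and that response was looked for. The sterol synthesis list was lower, with a median of -0.37 (camera FDR = 0.0104), and 18 of 25 genes were lower, which goes against it. In the same setting pla2g15, a lysosomal phospholipase named after its values were seen, fell from 203 ± 23.6 to 76.3 ± 12.8 FPKM (SD, n = 3), a log2 fold change of -1.41 (limma adjusted p = 0.0029).

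The gene with the largest increase on log2(FPKM + 1), rgs5a, lies on chromosome 6 from 35387367 to 35439406. Next to it is rgs16 from 35443430 to 35446110, which was at least 27.7-fold higher in Lurasidone and was near absent in the control libraries. No test separated a shared regulation of the neighbors from fragments of transcripts that run through both.

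The remaining lists are given with the camera FDR. The lysosome list had a median of 0.14 (FDR = 0.103), secreted liver proteins 0.02 (0.363), exocrine pancreas 0.0059 (0.956), p53 targets 0.09 (0.288), heat shock genes 0.09 (0.163), myelin -0.06 (0.743) and ponzr genes -0.10 (0.956). Enrichment among the higher DEGs was found for heat shock genes, with 4 DEGs (Fisher's exact test, FDR = 0.00415), among them bag3 and hsp70l, and for secreted liver proteins, with 4 DEGs higher (FDR = 0.0119) and 2 lower. Without Lurasidone replicate 3 the limma adjusted p was 0.061 for hsp70l and 0.11 for hsp70.3, another of the heat shock DEGs. The yolk and lipoprotein list was lower, with a median of -0.45 (camera FDR = 0.00184, fry FDR = 0.0182).

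In Fig. S1 the panels of the treated libraries carry the name of another drug, perospirone, in their titles, and the course of the error rate along the reads differs between the panels of the 2 groups. The figure legend and the sample labels name Lurasidone. These sources conflict with the panel titles, so the drug given to the treated libraries stays open to doubt. If the groups were sequenced in separate runs, the run and the treatment cannot be told apart.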
